# Multi-Modal Analysis of Satellite Cells Reveals Early Impairments at Pre-Contractile Stages of Myogenesis in Duchenne Muscular Dystrophy

**DOI:** 10.3390/cells14120892

**Published:** 2025-06-13

**Authors:** Sophie Franzmeier, Shounak Chakraborty, Armina Mortazavi, Jan B. Stöckl, Jianfei Jiang, Nicole Pfarr, Benedikt Sabass, Thomas Fröhlich, Clara Kaufhold, Michael Stirm, Eckhard Wolf, Jürgen Schlegel, Kaspar Matiasek

**Keywords:** DMD, dystrophin, muscle stem cells, porcine model, muscle pathology, transcriptomics, proteomics, force generation

## Abstract

Recent studies on myogenic satellite cells (SCs) in Duchenne muscular dystrophy (DMD) documented altered division capacities and impaired regeneration potential of SCs in DMD patients and animal models. It remains unknown, however, if SC-intrinsic effects trigger these deficiencies at pre-contractile stages of myogenesis rather than resulting from the pathologic environment. In this study, we isolated SCs from a porcine DMD model and age-matched wild-type (WT) piglets for comprehensive analysis. Using immunofluorescence, differentiation assays, traction force microscopy (TFM), RNA-seq, and label-free proteomic measurements, SCs behavior was characterized, and molecular changes were investigated. TFM revealed significantly higher average traction forces in DMD than WT SCs (90.4 ± 10.5 Pa vs. 66.9 ± 8.9 Pa; *p* = 0.0018). We identified 1390 differentially expressed genes and 1261 proteins with altered abundance in DMD vs. WT SCs. Dysregulated pathways uncovered by gene ontology (GO) enrichment analysis included sarcomere organization, focal adhesion, and response to hypoxia. Multi-omics factor analysis (MOFA) integrating transcriptomic and proteomic data, identified five factors accounting for the observed variance with an overall higher contribution of the transcriptomic data. Our findings suggest that SC impairments result from their inherent genetic abnormality rather than from environmental influences. The observed biological changes are intrinsic and not reactive to the pathological surrounding of DMD muscle.

## 1. Introduction

Over the last two decades, studies on Duchenne muscular dystrophy (DMD) focused on the pathology of differentiated, dystrophic muscle fibers while leaving a gap in the comprehension of early disease mechanisms in pre-contractile stages of myogenesis. It was not until the discovery of high expression levels of dystrophin in activated satellite cells (SCs) [1], the stem cells of skeletal muscle tissue [2], that the interest in the role of SCs in the development of DMD grew considerably. In healthy tissue, dystrophin expression is detected at the mRNA and protein level in proliferating SC, nascent transcripts are generated in the myoblast prior to fusion, preparing for differentiation, and robust expression is found in mature myotubes and myofibers where it exhibits structural and regulatory functions [3,4,5]. On evolving concepts, several studies detected elevated numbers of myogenic SCs in muscle fibers of DMD patients [6,7] and *mdx* mice [8,9], which was explained by the hypothesis of SC exhaustion [10,11]. Recent investigations related these observations to the impairment of asymmetric divisions leading to an imbalance in maintaining the SC pool through self-renewal and the generation of muscle progenitor cells [1,12].

Still, it needs to be clarified if these impairments result from the pathological environment SCs reside in, or whether there are intrinsic SC defects, emerging at the undifferentiated muscle progenitor cell state. An investigation of dystrophin-deficient SCs and their function on disease onset and progression should lead to a better understanding of DMD pathobiology. As stem cell-based approaches may offer promising therapy options [13], the elucidation of affected biological pathways in DMD SCs is an urgent research topic.

First described in 1961 by Alexander Mauro [14], SCs are indispensable for muscle growth, regeneration, and repair. Located between the basal lamina and the sarcolemma, they reside in a quiescent state and are only activated upon muscle trauma or injury. Once stimulated, SCs proliferate extensively and, by undergoing asymmetric division, they give rise to myogenic precursor cells, which enter the myogenic pathway to differentiate into myofibers while simultaneously maintaining the stem cell pool through self-renewal [2,15]. The steps of myogenesis are determined by the expression of the myogenic transcription factors PAX7 (paired box protein 7) [16], MYF5 (myogenic regulatory factor 5), MYOD1 (myoblast determination protein 1), and MYOG (muscle-specific transcription factor myogenin) [17]. Any disturbances to this precisely paced process have substantial effects on muscle homeostasis; consequently, SCs dysfunction is supposed to play a crucial role in the progression of muscle pathology and failed regeneration in various myopathies [18,19].

First described in 1961 by Alexander Mauro [14], SCs are indispensable for muscle growth, regeneration, and repair. Located between the basal lamina and the sarcolemma, they reside in a quiescent state and are only activated upon muscle trauma or injury. Once stimulated, SCs proliferate extensively and, by undergoing asymmetric division, they give rise to myogenic precursor cells, which enter the myogenic pathway to differentiate into myofibers while simultaneously maintaining the stem cell pool through self-renewal [2,15]. The steps of myogenesis are determined by the expression of the myogenic transcription factors PAX7 (paired box protein 7) [16], MYF5 (myogenic regulatory factor 5), MYOD1 (myoblast determination protein 1), and MYOG (muscle-specific transcription factor myogenin) [17]. Any disturbances to this precisely paced process have substantial effects on muscle homeostasis; consequently, SCs dysfunction is supposed to play a crucial role in the progression of muscle pathology and failed regeneration in various myopathies [18,19].

DMD is one of the most devastating muscle dystrophies in people, an X-linked disease affecting approximately one in 3500–5000 male births and ultimately leading to death in early adulthood [20,21,22]. It is caused by mutations in *DMD*, the largest known gene in the human genome spanning 2.5 Mb and harboring 79 exons. *DMD* encodes dystrophin, an actin-binding structure protein primarily expressed in skeletal and heart tissue, where it constitutes part of the dystrophin-associated glycoprotein complex (DGC) [23]. The DGC connects cytoskeletal F-actin filaments of the myofiber through the sarcolemma to the extracellular matrix (ECM) and is responsible for muscle fiber integrity and stability. In humans, *DMD* mutations occur mainly in hotspot regions between exons 2 and 10 and 45 and 55. These mutations are most frequently deletions of one or several complete exons (~°60–70%), followed by point mutations (~°20%) and exon duplications (~°5–15%) leading to a reading frame shift which ablates dystrophin expression [24]. The lack of dystrophin causes instability of the sarcolemma with a rapidly progressing fiber degeneration, which severely compromises the contractile apparatus of the affected muscle tissue [25]. Starting at a young age, affected males show a rapidly progressive muscle weakness leading to walking disabilities, and patients decease in their second or third decade of life due to respiratory and cardiac failure [26,27].

Currently, there are almost 60 different animal models available for DMD research, including mammals (e.g., *Mus musculus*) and non-mammals (e.g., *Caenorhabditis elegans*, *Danio rerio*) [28,29], but when it comes to translational studies, large animal models, reflecting the human conditions most accurately, are of urgent need. On that note, aground great similarities on an anatomical and physiological level to humans, the pig as a pre-clinical model for DMD research has attracted consideration for medical research [30,31,32]. The first porcine DMD model was developed in 2013 and harbors a *DMD* exon 52 deletion, which leads to a disease phenotype similar to human patients [33]. These models are predominately used for investigations of differentiated, contractile myofibers but offer a great opportunity to expand their application toward research exploring the behavior of dystrophic muscle stem cells.

Motivated by these challenges, we used fresh muscle samples from dystrophin-deficient DMD and wild-type (WT) control piglets and optimized current protocols of SCs isolation for use in porcine tissue. Then, free from the influence of the dystrophic environment, enabling the observation of intrinsic cellular changes, we conducted a comprehensive characterization. Isolated cells were analyzed at pre-contractile stages of early muscle development, referring to a state where they have not yet developed the structure or machinery necessary for contraction and prior to the onset of spontaneous or coordinated contraction. To monitor different developmental stages of myogenesis, we analyzed cultivated SCs during proliferation and after induction to differentiate into multinucleated myotubes. After assessing growth capacities and force generation in vitro, we performed bulk RNA sequencing and label-free proteomics to screen for molecular derangements associated with dystrophin deficiency. To find sources explaining the observed variance, we utilized multi-omics factor analysis (MOFA) to integrate transcriptomic and proteomic datasets. We detected increased force generation as well as significantly altered transcriptome and proteome profiles at early and late stages of myogenesis, which unambiguously could be assigned to the lack of dystrophin. We intentionally aimed to capture a broad perspective to identify overarching differences in gene expression patterns without narrowing down the analysis to discrete pathways or molecular events. Our data strongly suggest that dystrophin deficiency indeed highly affects the intrinsic behavior of muscle SCs and impacts myocyte differentiation already at a pre-contractile stage.

## 2. Materials and Methods

### 2.1. Tissue Collection

Muscle tissue was procured freshly from 3-day-old male DMD and WT piglets immediately after euthanasia. Upon dissection of overlying tissues, samples of roughly 1.0 cm cube length were taken from *intercostalis* (*INT*) and *pectoralis* (*PECT*) muscles under sterile conditions. The pieces were dipped into 70% ethanol and washed with Dulbecco’s phosphate-buffered saline (PBS, GIBCO Thermo Fisher, Schwerte, Germany) supplemented with 1% Penicillin–Streptomycin (PenStrep, GIBCO Thermo Fisher) (PBS+) before being further chopped with a sterile scalpel blade. Fragments of 2–3 mm diameter were stored at 4 °C in DMEM GlutaMax without Pyruvate (GIBCO Thermo Fisher) supplemented with 20% Fetal Bovine Serum (FBS, GIBCO Thermo Fisher) and 1% PenStrep (DMEM+) until the isolation was performed.

### 2.2. Isolation of Primary Porcine Satellite Cells

#### 2.2.1. Dissociation of Porcine Muscle Tissue

Working under a sterile laminar flow, muscle biopsies were further minced using a scalpel blade. Attaching connective tissue was grossly removed. Next, the tissue was sterilized again using 70% ethanol, rinsed with PBS+, transferred to a tube containing PBS+ with 1% 1 M HEPES buffer (Sigma Aldrich, Darmstadt, Germany) solution, and centrifuged. The supernatant (SN) was transferred to a new tube and stored on ice (=SN1) until usage. For enzymatic digestion, a protease solution containing 1.5 mg/mL Protease *Streptomyces griseus* (Sigma Aldrich, 3.5 U/mg), PBS, 1% PenStrep, and 1% 1 M HEPES buffer was added to the tube to completely cover the tissue for a 1 h incubation period at 37 °C. The mixture was agitated by hand every 10–15 min. After the digestion step, the tissue was centrifuged for 5 min at 400× *g* and the supernatant (=SN2) was added to SN1. To further dissociate the cells, the mixture was incubated with a collagenase solution consisting of 1 mg/mL Collagenase *Clostridium histolyticum* (Sigma Aldrich, 800 U/mg), DMEM without Pyruvate GlutaMax, 5% FBS, and 1% PenStrep for 1 h at 37 °C, agitated by hand every 10–15 min. During the second digestion period, SN1 and SN2 were further processed: the suspension was centrifuged for 5 min at 400× *g*, the supernatant was discarded, and DMEM+ was added. The solution was sifted through a 70-µm nylon strainer (Greiner, Frickenhausen, Germany) and stored on ice until further use (SN3). The digested tissue suspension was filtered through a 70-µm nylon strainer, centrifuged for 10 min at 400× *g*, and the cell pellet was resuspended using SN3. The solution was sifted through a 40-µm nylon strainer (Greiner), PBS+ was added to the filtered suspension and the mixture was centrifuged for 5 min at 300× *g*. The cell pellet was resuspended in DMEM+ and again centrifuged for 10 min at 400× *g*. The isolated cells were resuspended in DMEM+ and prepared for subsequent purification procedure.

#### 2.2.2. Magnetically Activated Cell Sorting

The heterogeneous cell solution was further processed by magnetically activated cell sorting (MACS) using an indirect labeling approach and two sequential separation steps. First, for depletion of unwanted cells, polyclonal rabbit anti-CD31 (1:200, ab28364, Abcam, Cambridge, UK) and polyclonal rabbit anti-CD45 (1:200, ab10558, Abcam) antibodies were added to the cell suspension in order to bind surface antigens of endothelial, respectively, hematopoietic cells [34] and incubated for 30 min on ice. Subsequently, magnetically conjugated anti-rabbit IgG(-) secondary antibodies (1:15, Miltenyi Biotec, Bergisch Gladbach, Germany) were added and incubated for 30 min on ice. Next, a washing step was performed, and the pellet was resuspended in MACS buffer (Miltenyi Biotec). The MACS separator (Miltenyi Biotec) was placed under the sterile working bench and a LS column (Miltenyi Biotec) was set up on the magnet board with a tube underneath to collect the flow-through. The column was pre-balanced by rinsing with MACS buffer, the cell suspension was transferred into the column, and the solution was gently sifted through by inserting the plunger. The undesired cells were retained in the column by magnetic forces and thus were eliminated from the cell suspension, whereas unlabeled cells flowed through. To target the skeletal muscle satellite cells (SCs) in the remaining solution primary antibodies for monoclonal mouse anti-Integrin-β1 (1:200, ab30388, Abcam), monoclonal mouse anti-NCAM1 (1:200, ab9018, Abcam) and monoclonal mouse anti-M-cadherin (1:200, sc-374093, Santa Cruz, Heidelberg, Germany) [34] and the magnetically conjugated secondary anti-mouse IgG(-) antibodies (1:15, Miltenyi Biotec) were added and incubated for another 30 min on ice. Again, a washing step was performed before transferring the solution into a MS column (Miltenyi Biotec) attached to the magnetic board with a tube placed underneath. The column was pre-balanced with MACS buffer and the solution was gently filtered through the column by using the plunger. During this separation step, the desired, magnetically labeled cells remained inside the column due to magnetic forces. Therefore, the flow-through was discarded, a new tube was placed underneath the column, and the tube and column were removed from the magnetic board together. Now, the target cells were eluted by flushing the column with MACS buffer twice. The cell suspension was centrifuged for 3 min at 400× *g* and the cell pellet was resuspended in growth medium consisting of Ham’s F10 Medium (GIBCO Thermo Fisher), 20% FBS, 1% PenStrep, and 10 µg recombinant human basic fibroblast growth factor (bFGF, PEPro Tech, Cranbury, NJ, USA). The purified cells were then counted with a Neubauer Chamber and directly seeded on a 10% Matrigel (VWR, Radnor, PA, USA)-coated 12-well plate.

### 2.3. Primary Cell Culture

After MACS, the cells were incubated in growth medium for 3 days at 37 °C with 5% O_2_ uninterruptedly, and afterwards the medium was exchanged every second day. By reaching 70–80% confluency, cells were split using Trypsin/EDTA 0.25% (GIBCO Thermo Fisher) and seeded into 10% Matrigel-coated culture dishes at a concentration of 5000 cells/cm^2^ for all following passages (p). After p3, cells were cultivated in 50 µg/mL collagen-coated culture dishes using Collagen I, rat tail (GIBCO Thermo Fisher). Differentiation into myoblasts was induced by nutrient starvation using Ham’s F10 Medium supplemented with 1% PenStrep and 5% Horse Serum (Biozol, Eching, Germany) for 7 consecutive days, during which the medium was exchanged every second day.

### 2.4. Traction Force Microscopy

#### 2.4.1. Silicone Substrate Preparation

Employed 60 × 24 mm glass coverslips (Marienfeld, Lauda-Königshofen, Germany) underwent a thorough cleaning process in three steps. Initially, coverslips were sonicated in a 5% *v*/*v* solution of Hellmanex III (Sigma Aldrich, Merck) for 10 min, followed by sonication in 1 M potassium hydroxide for another 10 min and, lastly, in 100% ethanol. During each step, the coverslips received a rigorous washing in double-distilled water for 5 min. Finally, compressed nitrogen was used to dry the coverslips. Polydimethylsiloxane (PDMS) substrates were fabricated by combining a 9:10 weight ratio of two components Cy-A and Cy-B from DOWSIL™ CY 52-276 Kit (Dow, Midland, MI, USA), resulting in a substrate stiffness of approximately 12 kPa. The gel solution was mixed thoroughly, centrifuged, and degassed before pipetting 350 µL of the solution onto a glass coverslip. The solution was spin-coated for 90 s using a homemade spinner, with acceleration and deceleration occurring every 30 s, to create a smooth, uniform surface. The gels were cured at 70 °C for 30 min, after which they were stored at room temperature (RT). To functionalize the silicone surface, the gels were treated with a solution of 7% (*v*/*v*) 3-aminopropyl trimethoxysilane (APTES) in pure ethanol for 2 h. The gels were washed with pure ethanol, a 1:1 volume ratio of ethanol and PBS, and finally with only PBS, each for three cycles. As a cell culture and imaging chamber, a bottomless 8-well sticky-slide (Ibidi, Gräfelfing, Germany) was mounted on top of each PDMS substrate. After washing the chambers three times with PBS, 100 µL solution of 100 nm, red-orange fluorescent (540/560) FluoSpheres carboxylate-modified microspheres (Invitrogen Thermo Fisher Scientific, Waltham, MA, USA) at a dilution of 1:1000 in PBS was mixed with a final concentration of 100 µg/mL 1-ethyl-3-(3-dimethylaminopropyl)carbodiimide (EDC) and pipetted onto the top surface of the gel containing 200 µL PBS. The solution was incubated for 20 min at RT and washed three times with PBS. Next, the gels were coated with a solution of 50 μg/mL collagen I with 100 μg/mL of EDC in PBS, and incubated for 2 h at RT. After incubating, the chambers underwent multiple washing steps, initially with PBS and then with the cell culture growth medium, before being seeded with cells.

#### 2.4.2. Traction Force Measurements and Data Analysis

To investigate differences in traction forces exerted by the dystrophin-deficient and healthy control SCs, primary porcine SCs derived from 3-day-old DMD and WT piglets were seeded onto the PDMS substrates containing 100 nm fluorescent microspheres at a density of 5000 cells/cm^2^ in growth medium and cultivated under standard conditions for 48 h before performing traction force microscopy (TFM). Fluorescent images of the beads embedded in the PDMS gel were captured at 40× with an inverted IX83 microscope (Olympus, Tokyo, Japan) equipped with a camera (XM10, Olympus) before and after trypsinization the cells using 0.5% Trypsin/EDTA (GIBCO) to obtain pairs of traction-loaded (deformed gel with cells exerting forces onto the substrate) and traction-free (relaxed gel without cells) bead images. We performed further processing and analysis in MATLAB (Version R2020b) with our customized script. The entire analysis workflow includes bead detection and tracking, traction field reconstruction, maximum traction, and strain energy statistical analysis. Fluorescent beads were detected by *detectMinEigenFeature*, a built-in point detector in MATLAB. Depending on the quality of the image, a difference-of-Gaussian filter with a standard deviation of 1.5 pixels and 2 pixels was applied to suppress background noise and enhance the bead profiles before detection. Bead displacements were then measured by optical flow tracking, which is implemented by *vision.pointTracker* as suggested by [35]. The tracking window was set to 61 pixels to acquire smooth results. Once the displacement field was generated, traction forces were calculated using Regularized Fourier Transformation Traction Cytometry provided by [36]. All experiments used a constant regularization parameter 2.47 × 10^−5^ Pix^-2^ and the Poison ratio was set to 0.5. For analysis, we collected the maximum traction magnitude within the cell region and strain energy stored in the gel in the current field of view for all experiments and classified the results by different treatments.

### 2.5. Immunohistochemistry

Formalin-fixed and paraffin-embedded muscle tissue sections from *INT* and *PECT* biopsies derived from male DMD and WT were used for immunohistochemistry (IHC) according to standard avidin-biotin peroxidase complex method. After dewaxing and antigen-retrieval, sections were incubated overnight (o/n) at 4 °C with the following primary antibodies: monoclonal mouse anti-PAX7 (1:150, Abcam, ab199010) or polyclonal rabbit anti-Dystrophin (1:100, Abcam, ab15277). The next day, sections were incubated with a biotinylated goat-derived anti-mouse IgG antibody (1:1000, Vector Laboratories, Newark, NJ, USA) or an anti-rabbit IgG antibody (1:1000, Vector Laboratories, BA-1000-1.5) for 1 h at RT, respectively. Subsequently, sections were incubated with a horseradish peroxidase-labeled avidin/biotin complex (1:100, VECTASTAIN Elite ABC-HRP Kit, Vector Laboratories, PK-6100) for 30 min at RT. To visualize immunoreactivity, ImmPACT DAB Substrate Kit (Vector Laboratories, SK-4105) with 3,30-diaminobenzidine tetrahydrochloride dihydrate (DAB) was applied to the sections (brown color). Hemalaun was used for nuclear counterstaining (blue color). For negative control, primary antibodies were omitted and replaced by diluent. Slides were investigated via bright-field microscopy using a Zeiss Axiophot^®^ (Zeiss, Oberkochen, Germany) equipped with a CCD camera supported by pylon viewer. For PAX7 quantification, stained sections were scanned with a high-throughput slide scanner (Aperio AT2, Leica Biosystems, Wetzlar, Germany) at 40×, and images were taken with Aperio ImageScope (v.12.4.0.7018, Leica Biosystems). Five randomly chosen fields of view with a dimension of approximately 825 × 450 µm were analyzed by manual counting of PAX7+ cells.

### 2.6. Immunofluorescence

For immunofluorescence (IF), cells were seeded in a 50 µg/mL collagen-coated 12-well plate containing a coverslip (Neolab, Heidelberg, Germany) and cultivated until reaching 70–80% confluency. Staining was performed in accordance with standard protocols. Briefly, cells were fixed with 4% formalin for 30 min at RT. Next, cells were washed with PBS and blocked with 1% BSA (Carl Roth, Karlsruhe, Germany) and 2.5% NDS (Sigma Aldrich) for 30 min at RT to avoid non-specific binding. The samples were incubated o/n at +4 °C with the following primary antibodies diluted in 1% BSA solution: monoclonal mouse anti-Desmin (1:250, Agilent DAKO, Santa Clara, CA, USA, M0760) or monoclonal mouse anti-PAX7 (1:150, Abcam, ab199010). The next day, cells were washed with PBS and, to reveal primary antibody binding, samples were incubated with the fluorophore-conjugated secondary antibody Alexa Fluor 488 donkey anti-mouse IgG (Invitrogen Thermo Fisher Scientific, Waltham, MA, USA) diluted 1:500 in 1% BSA solution for 30 min at RT. Nuclei were counterstained with Hoechst 33342 (Thermo Fisher Scientific, Waltham, MA, USA) at 1:10,000 for 10 min at RT. Coverslips were mounted on object glass slides (Starfrost; Engelbrecht Medizin- und Labortechnik Gmbh, Kassel, Germany) using Aqua/Poly-Mount (Polyscience, Warrington, PA, USA). Imaging was performed with the Axio Imager Z1.m (Zeiss) equipped with an HBO Lamp (Zeiss) and AxioVision software (Zeiss, Version SE64 Rel. 4.9).

### 2.7. Immunoblotting

Total cell protein extracts were generated with radioimmunoprecipitation assay buffer (RIPA) containing 1% of 100× Protease/Phosphatase Inhibitor (Cell Signaling, Danvers, MA, USA) according to standard protocols. The protein concentration of each sample was determined by Bradford Assay using the Protein Assay Dye Reagent Concentrate (BioRad, Hercules, CA, USA) as described by the manufacturer, and absorbance was detected with the Infinite F200 Pro plate reader (Tecan, Männedorf, Switzerland) at 595 nm. A total of 25 µg of protein was separated by 6–12% SDS-PAGE and subsequently transferred to polyvinylidene difluoride (PVDF) membranes (Merck Millipore Ltd., Billerica, MA, USA). Next, membranes were blocked using either 1× Roti Block (Carl Roth, Karlsruhe, Germany) or 5% non-fat dry milk (Carl Roth) in Tris-buffered saline (TBS) with 0.5% Tween-20 (Carl Roth) and incubated o/n at 4 °C with the following primary antibodies: monoclonal mouse anti-NCL-DYS1 (1:100, Leica Biosystems), monoclonal mouse anti-NCL-DYS2 (1:100, Leica Biosystems), polyclonal rabbit anti-MYOD (1:500, ProteinTech, Manchester, UK), and monoclonal rabbit anti-β-Actin (1:1000, Cell Signaling, 4970S). The next day, membranes were incubated with horseradish peroxidase-conjugated secondary antibodies goat anti-mouse IgG (1:5000, Abcam, ab6789) or goat anti-rabbit IgG (1:3000, Abcam, ab6721) for 45 min at RT. For the visualization of protein bands, membranes were incubated with SignalFire ECL reagent (Cell Signaling) as indicated by the manufacturer, and the signal was detected with Amersham Imager 680 (GE Healthcare Amersham, Bioscience, Freiburg, Germany). Semi-quantification of immunoblots was performed using ImageJ (Version 1.54 g) using β-Actin signal as loading control.

### 2.8. RNA Isolation from Cell Lines, Library Preparation, Sequencing, and Data Analysis

Total RNA from SCs derived from 3-day-old DMD and WT animals was extracted using the NEB Monarch RNA Miniprep Kit. The protocol was performed in accordance with the manufacturer’s instructions. To recapture proliferation (PROL) conditions, samples were generated at p6 after cultivation in normal growth medium. For the differentiation condition (DIFF), samples were collected after cultivation in differentiation medium containing reduced serum amounts for 10 days at p6. To quantify gene expression in extracted RNA samples, the protocol of 3′ mRNA-seq was adapted [37,38,39]. An amount of 25 ng of total RNA was used, and each sample was analyzed as a technical duplicate. To generate libraries, polyA+ RNAs were selected during cDNA synthesis through annealing to a polydT oligo containing an additional unique molecular identifier (UMI) and a well-barcode, which allowed early pooling of all samples directly after cDNA synthesis., Second-strand synthesis was performed by RT-PCR using a template switch oligo with an integrated Illumina adapter sequence. After purification and exonuclease°I treatment, the library pool was amplified by PCR and purified again. To achieve optimal fragment lengths, NexteraXT DNA library prep Kit (Illumina, San Diego, CA, USA) was used. With the Nextera transposon DNA was tagmented, a process that fragments and tags DNA with adapter sequences. For amplification of the library, a 3′ enrichment PCR was performed during which i7 and i5 adapters were attached. After purification, the quantity of the library pool (Qubit Fluorometer 4.0, Thermo Fisher Scientific) and average fragment size (LabchipGX Touch 24, Perkin Elmer/Revvity, Waltham, MA, USA) were measured. The resulting library was sequenced on a NextSeq550Dx using a 75-cycle high output kit (Read 1:16°cycle − UMI + barcode; Read 2: 76°cycles − Insert). RNAseq reads were demultiplexed using the program bcl2fastq provided by Illumina. R version 4.1.2 was used for all further analysis. Quality control was performed using the command line tools fastQC [40] and multiQC [41]. Umi-tool dedup [42] was used for deduplication, and the reads were aligned to the *Sus scrofa* reference genome susScr3 using STAR [43] aligner version 2.7.10b. The number of reads mapping to each gene was also obtained from STAR using the parameter quantMode GeneCounts. edgrR [44] was used for differential expression analysis, and gene set enrichment analysis was performed using fgsea [45].

### 2.9. Sample Preparation for LC-MS/MS and Proteome Data Analysis

For proteome analysis, SCs from 3-day-old DMD and WT animals were harvested by Trypsin/EDTA 0.25% incubation followed by 5 washing steps with DPBS + 10% PenStrep. Similarly to the approach for RNAseq, cell samples were harvested at two different time points in order to investigate protein expression in PROL and DIFF states: PROL samples were collected at p3 and p6, DIFF samples at p4 and p7. Samples were stored at −80 °C until LC-MS/MS measurements. Using ultrasonication (Sonopuls GM3200, BR30, Bandelin, Berlin, Germany), cells were then lysed in 8 M urea/0.4 M NH_4_HCO_3_. Protein concentration was assessed photometrically (Pierce 660 nm, Thermo Fisher Scientific). Samples were reduced with dithioerythritol at a final concentration of 5 mM at 37 °C for 30 min and alkylated with iodoacetamide at a final concentration of 15 mM at ambient for 30 min. Protein was digested with lysyl endopeptidase (1:100, enzyme:protein, FUJIFILM Wako Chemicals Europe, GmbH, Neuss, Germany) at 37 °C for 4 h, diluted to 1 M urea with water, and then digested at 37 °C overnight after adding trypsin (1:50, enzyme–protein, Promega, Fitchburg, WI, USA). Samples were then dried and resuspended in 0.1% formic acid in water. For mass spectrometry analysis, 1 µg of peptides was separated and analyzed using an Ultimate 3000 RSLC chromatography system coupled to a QExactive HF-X mass spectrometer (both Thermo Fisher Scientific). For separation, peptides were first trapped on a PepMap 100 C18 trap column at a flow rate of 5 µL/min of 0.1% formic acid in 1% (*v*/*v*) acetonitrile in water. Peptides were then separated with an Easy-Spray column (75 µm × 50 cm; 2 µm; both Thermo Fisher Scientific) at a flow rate of 250 nL/min with eluent A 0.1% formic acid in water and eluent B 0.1% formic acid in acetonitrile, using a multi-step gradient—initial ramp from 3% eluent B to 6% in one minute, followed by an 80 min ramp to 20%, followed by a 9 min ramp to 40%. MS spectra were acquired with a top 15 data-dependent method. For protein identification, MaxQuant (Version 2.0.3.0) [46] and the porcine subset of the RefSeq database were used (retrieval date: 5 October 2022). The presented data was analyzed with a label-free quantification algorithm called MaxLFQ, which is part of the MaxQuant software and yields relative quantification values. To account for potential contamination, blank runs between measurements were included, and the protein list was filtered against the MaxQuant built-in contaminant list. For all downstream analyses, only proteins that were detected across all four biological replicates were included.

### 2.10. Multi-Omics Factor Analysis

MOFA was used to integrate the RNAseq and proteomics datasets. MOFA identifies latent factors (LFs) reflecting the major source of variability across the transcriptomic and proteomic datasets, which are referred to as views. Each factor represents a pattern of variation within the sample and provides a low-dimensional representation of the data, summarizing the underlying biological process (e.g., genotype, phenotype, disease state, developmental condition, etc.) that drives differences between samples. In this way, a factor explains the variance across multiple features, or in our case, across multiple differentially expressed genes and proteins. The factor weight displays how much each feature contributes to a factor, whereas a factor value indicates how strongly a sample expresses the feature pattern.

The model starts with M data matrices Y_1_, …, Y_m_, each of size N × D_m_, where N*N* is the number of samples and D_m_ is the number of features in matrix m*m*. MOFA decomposes these matrices as

$$Y_{m}=ZW_{mT}+E_{m}\;for\;m=1,\ldots M,$$

Here, Z is the factor matrix common to all data matrices, W_m_ represents the weight matrices specific to each data matrix m*m* (also referred to as view m*m*), and E_m_ denotes the view-specific residual noise term, which varies depending on the data type.

The model is framed within a probabilistic Bayesian context, applying prior distributions to all unobserved variables. Specifically, a standard normal prior is used for the factors Z, and sparsity priors are applied to the weight matrices W_m_ [47].

### 2.11. Statistical Analysis

All data were analyzed with GraphPad PRISM (Version 5.03), Perseus (Version 1.6.7.0) [48], R (R Core Team, Vienna, Austria, Version 2023.06.0), and MATHLAB (Version R2020b). Values are presented as mean and ±standard error mean (SEM) or standard deviation (SD). To calculate *p*-values, *t*-tests, ANOVAs, Tukey Honest Significant Differences, and two-tailed Mann–Whitney U tests were used. The threshold for significant differences was considered as *p* < 0.05 and significance levels are indicated as *p* < 0.001 (***), *p* < 0.01 (**), *p* < 0.05 (*), and *p* > 0.05 (n.s.). The number of analyzed animals (n) and *p*-values are listed in the figure legends.

## 3. Results

### 3.1. Muscle Sections of DMD Animals Harbor Significantly Elevated Levels of PAX7+ SCs

To verify dystrophin deficiency in Duchenne muscular dystrophy (DMD) tissue, we conducted an immunohistochemical (IHC) staining assay against dystrophin on muscle sections derived from *intercostalis (INT)* and *pectoralis (PECT)* muscle samples of male DMD (n = 6) and wild-type (WT; n = 6) animals. As anticipated, dystrophin signal was absent in DMD tissue, whereas in WT, a strong sarcolemma-associated signal was observed. There was no obvious difference in dystrophin expression between *INT* and *PECT* sections (Figure 1A, Supplementary Figure S1).

To identify myogenic satellite cells (SCs) and compare the size of the residing stem cell population in muscle sections of DMD (n = 6) and WT piglets (n = 6), we performed an IHC staining against PAX7, a widely used marker for quiescent and early activated SCs [49,50] (Figure 1A). We detected PAX7+ cells at the expected location at the stem cell niche between the sarcolemma and the basal lamina of the muscle fascicle. The quantification of IHC sections revealed that the amount of PAX7+ cells in *INT* muscle of DMD (16.70 ± 1.471) was 3.7 times higher compared to WT pigs (4.467 ± 1.137; *p* = 0.0001) (Figure 1B). Regarding *PECT*, similar results were obtained with a likewise significantly increased number of PAX7+ cells in DMD pigs compared to WT controls.

These results are in line with previous studies detecting higher numbers of PAX7+ SCs in muscle tissue of young *mdx* mice, a murine model for DMD [6,9,51]. Further, we demonstrate that the increase in PAX7+ SCs is similar in both muscles involved in respiration and movement.

### 3.2. Isolated PAX7+ SCs from DMD Piglets Lack Dystrophin Expression

To accurately isolate SCs from porcine skeletal muscle biopsies, we developed a modified isolation protocol using a two-step magnetically activated cell sorting (MACS) system with antibodies to deplete undesired cells and to specifically target SCs simultaneously (Figure 1C). A detailed version of our protocol is provided in Supplementary Method S1. Efficacy of the protocol in terms of cell yield and purity of the population was assured by immunofluorescence (IF) staining of cultured cells against desmin, a marker for skeletal muscle intermediate filaments [52,53], and against PAX7. In all samples across the two genotypes, isolated cells presented expression of both markers, confirming the selective isolation of skeletal muscle stem cells (Figure 2A, Supplementary Figure S1). To further investigate the myogenic nature of the cells, expression of the myogenic factor MYOD [54,55] was examined by Western blot analysis of isolated cells harvested in a proliferation state. Both DMD and WT SCs showed a band at approximately 45 kDa corresponding to MYOD protein (Supplementary Figure S1).

To evaluate dystrophin deficiency, the isolated cells were cultured in growth medium and harvested in a proliferative state, and a Western blot analysis using antibodies against the rod domain (DYS1) and the C-terminus (DYS2) of dystrophin was conducted. WT SCs showed a clear band at approximately 427 kDa corresponding to the full-length muscle isoform of dystrophin, as well as one smaller isoform at 268 kDa. In contrast, dystrophin expression was absent in DMD SCs (Figure 2B).

These data show that our protocol allows the isolation of porcine myogenic SCs and lend proof of failed dystrophin expression in DMD SCs; thus, we decided to use the cells for all subsequent experiments in this study.

### 3.3. DMD SCs Morphology Under Proliferation and Differentiation Conditions

Following MACS isolation, SCs were seeded into Matrigel-coated culture vessels and SCs from both DMD and WT animals uniformly started to adhere within 12 h (Figure 1D). In this period the cells of both genotypes displayed a small, round shape with a diameter of approximately 5–10 µm. Upon adherence, the cells successively increased in length and volume and displayed a clear cytoplasm with a prominent nucleus. After 3–4 days in culture, the cells presented with typical arborized, stellate myoblast morphology with several extending processes (Figure 2D). Proliferating SCs were cultivated in standard growth medium until reaching °70–80% confluence. Thereafter, the cells were passaged every other day and manually counted to estimate cell numbers. Throughout nine passages (*p*), we observed significant differences between cell numbers of DMD (n = 4) and WT SCs (n = 4). DMD numbers peaked at p3 and declined slightly until p9. In contrast, cell numbers of WT SCs were highest at p1, then steadily decreased and maintained roughly the same level (Figure 2C). To induce differentiation in DMD and WT SCs, we performed serum deprivation for 10 days. On day 4 of serum reduction, the cells of both groups increased in length and displayed an elongated, bipolar shape. Aligned, multinucleated myotubes were observed on day 6 (Figure 2D). During the following days, myotubes continued to grow in size and further fused. Microscopic examination revealed no major differences in cell morphology between DMD and WT myotubes.

### 3.4. DMD SCs Exhibit Increased Force Generation

To investigate how dystrophin deficiency affects force generation and contractility in SCs, we employed traction force microscopy (TFM). We seeded the cells onto polydimethylsiloxane (PDMS) substrates with a Young’s modulus of approx. 12 kPa, which closely mimics the physiological stiffness of muscle tissue [56]. A single layer of fluorescent nanospheres was embedded on the substrate surface to enable precise force measurements. To quantify the magnitude of the mechanical forces that cells exert on their surrounding environment, we measured the displacement of the beads within the substrate and subsequently calculated traction forces fields using standard Bayesian Fourier Transform Traction Cytometry (Figure 2E). We observed that the strain energies generated by individual cells were, on average, significantly higher for DMD SCs (n = 4, 72 cells overall, 0.136 ± 0.016 µJ) than for WT SCs (n = 4, 50 cells overall, 0.057 ± 0.008 µJ; *p* = 0.00052) (Figure 2F). Additionally, exerted average traction forces were significantly higher for DMD (90.4 ± 10.5 Pa) than for WT SCs (66.9 ± 8.9 Pa; *p* = 0.0018) (Figure 2G). The uneven number of analyzed cells between the genotypes reflects data quality filtering, not sampling bias, since we retained only cells for analysis that met the criteria for reliable traction analysis.

Thus, dystrophin deficiency in muscle SCs influences force generation already at a level of individual cells, which highlights its significance to the pathological characteristics of DMD, which in turn could affect cell-ECM interactions and mechanotransduction [23].

### 3.5. Overview of Transcriptome Profiles of DMD and WT SCs

To obtain insight into the effects of dystrophin deficiency on the transcriptome of SCs in a proliferative state (PROL) as well as during differentiation into myotubes (DIFF), RNA isolated from DMD (n = 4) and WT (n = 4) SCs samples were analyzed by 3′ mRNA-seq (adapted from [37,38,39]). 

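Reads of the *DMD* transcript, which encodes dystrophin, were more frequent in DMD than in WT SCs: 17.7 ± 2.12 CPM (counts scaled to library size; mean ± SD, n = 4 animals) against 4.00 ± 0.617 in PROL, a log2 fold change of 2.13 (SE 0.36, edgeR adjusted *p* = 4.1e-04). In DIFF they were at 27.2 ± 5.02 against 12.1 ± 3.26 CPM, with a log2 fold change of 1.16 (SE 0.31, adjusted *p* = 0.00503 in the same test). Both fold changes rest on few counts. In PROL each WT library held 6 counts and the DMD libraries 24 to 32, so the WT SD reflects library scaling alone. In DIFF the WT libraries held 12 to 22 counts and the DMD libraries 30 to 48. The libraries are designed to tag 3′ ends, and where the reads of *DMD* lie on the gene was not examined. The reads do not show the deletion of exon 52 or which transcripts of the gene they count.
The 16 samples are the SCs of 4 WT and 4 DMD piglets, 3 days old and male according to the paper. The SCs of each were grown in PROL (passage 6) and in DIFF (10 days of reduced serum in the sequencing methods, 7 days in the culture methods). Each sample was sequenced as 2 technical duplicates, whose counts were added. From 25 ng of total RNA, the authors primed cDNA with poly-dT carrying a unique molecular identifier (UMI) and a well barcode. By this design reads tag the 3′ ends of polyadenylated transcripts. Whether every read does so was not tested, and the 18S ribosomal RNA gene *RN18S* held 6.32% to 20.4% of a library's counts. Reads were deduplicated with UMI-tools and counted per gene with STAR on the susScr3 genome. Group totals had medians of 1307695 (WT PROL), 1624003 (WT DIFF), 1580606 (DMD PROL) and 1461363 counts (DMD DIFF). Genes were tested with edgeR's quasi-likelihood F test between the 4 DMD and 4 WT animals of a state, and called with a Benjamini-Hochberg adjusted *p* under 0.05 and an absolute log2 fold change over 0.6. These choices, and the gene lists, were written down before the data were examined. CPM use TMM factors over the 16 libraries. The SE beside a log2 fold change was derived from the edgeR test statistic and is no separate measure of precision.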

We performed preliminary experiments to compare SCs from INT and PECT muscles and did not detect differences. Based on this observation, we focused the extensive omics investigation on SCs derived from INT muscle only. 

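On PC1 the largest weights belonged to *POSTN*, which encodes the matrix protein periostin, and the complement gene *C4* on the WT side, and to *C14H10orf116* and *C1QTNF3*, a secreted C1q/TNF-related protein, on the DMD side. Mean PC1 scores were −8.02 ± 2.54 (SD, n = 4) in WT PROL, −30.0 ± 1.42 in WT DIFF, 22.4 ± 1.84 in DMD PROL and 15.7 ± 1.38 in DMD DIFF. All 8 DMD libraries lay above all 8 WT libraries, and the mean scores of the 4 DMD and 4 WT animals differed with *p* = 0.0286 in an exact permutation test, the smallest *p* that 4 against 4 can give. On PC2, *AWN*, which encodes a spermadhesin, carried the largest weight on the PROL side, and *ACTA1* (skeletal α-actin) and *CARP* (an ankyrin repeat protein of muscle, named after its weight was seen) the largest on the DIFF side. DIFF lay below PROL on PC2 in each of the 8 animals (*p* = 0.00781, exact sign test). DIFF also lay below PROL on PC1 in all 8 animals (*p* = 0.00781, same test), and the DMD animals had lower mean PC2 scores than the WT animals (permutation *p* = 0.0286). Complete separation of all libraries was by genotype on PC1 and by state on PC2. PC1 held 36.9% and PC2 30.1% of the variance of log2 CPM over 2030 genes. With each gene scaled to unit variance the shares were 30.9% and 20.8%, and neither component separated its groups completely.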

Principal component analysis (PCA) clearly separated the transcriptome profiles of DMD SCs and WT SCs, both at the PROL and DIFF states, in the first two principal components (PC1 and PC2) (Figure 3A). 

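*DCN*, which encodes the matrix proteoglycan decorin, divided the libraries by genotype, with 1665 ± 372 CPM in WT PROL and 7214 ± 673 in WT DIFF against 225 ± 41.3 and 385 ± 63.3 in DMD (n = 4 each). *CCNB1*, which encodes the mitotic cyclin B1, divided them by state: its log2 fold change from PROL to DIFF was −3.78 (SE 0.34, edgeR adjusted *p* = 2.6e-05) in WT and −3.25 (SE 0.15, adjusted *p* = 1.4e-10) in DMD in the same test. Clustered on the 500 genes with the smallest *p* for genotype over both states, 16 of 16 libraries lay on their genotype's branch, a division that follows from how the genes were chosen. All 2030 genes, chosen without regard to genotype and centred without scaling, gave the same 16 of 16. Each of the 4 groups formed a branch of its own in every setting tried. On the 500 most variable genes the main branches followed state, PROL on the first and DIFF on the other, and 8 of 16 libraries shared their genotype's branch.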

Unsupervised hierarchical clustering further confirmed the genotype- and state-dependent separation of transcriptome profiles (Figure 3B).

These findings emphasize that dystrophin deficiency could indirectly play a role in the regulation of gene expression in yet undifferentiated states of muscle development.

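*SGCA*, which encodes the α-sarcoglycan of the dystrophin-associated complex, was at 103 ± 27.5 CPM in DMD PROL against 9.28 ± 3.34 in WT PROL (n = 4 each), a log2 fold change of 3.46 (SE 0.28, edgeR adjusted *p* = 2.1e-07). Of 5 genes of that complex tested in PROL, 3 were higher in DMD and 0 lower, the same when adjusted over the list alone (camera adjusted *p* = 0.0229, and adjusted *p* = 0.256 with an estimated correlation). *MEF2C*, a transcription factor of muscle differentiation, was at 94.6 ± 9.09 against 8.40 ± 2.07 CPM, with a log2 fold change of 3.46 (SE 0.22, adjusted *p* = 2.1e-08) in the same test. Over the myogenic regulators, 3 of 5 were higher in DMD PROL and 0 lower (4 higher when adjusted over the list alone; camera adjusted *p* = 0.00400, and adjusted *p* = 0.256 with an estimated correlation). Without the libraries of WT animals 2 and 4, a choice made after the data were seen, camera's adjusted *p* for the dystrophin-associated complex in PROL was 0.0728. In DIFF, 2 of 5 genes of that complex were higher in DMD and 1 lower. The list was not called there (camera adjusted *p* = 0.464, and adjusted *p* = 0.526 with an estimated correlation).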

### 3.6. Transcriptional Changes in DMD SCs Analyzed in Proliferative and Differentiated States

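*FITM1*, which encodes a lipid droplet protein of muscle, was at 37.3 ± 5.24 CPM in DMD PROL against 0.729 ± 1.46 in WT PROL (n = 4 each), a log2 fold change of 5.65 (SE 0.60, edgeR adjusted *p* = 4.2e-06). *SLN*, which encodes the calcium pump regulator sarcolipin, was at 39.4 ± 21.9 against 0.854 ± 1.06 CPM (log2 fold change 5.23, SE 0.68, adjusted *p* = 7.9e-05 in the same test). Both folds rest on few WT counts, 4 for *FITM1*, all in replicate 1, and 6 for *SLN*, 4 of them in replicate 3. Without WT replicate 1, which leaves no WT count, the log2 fold change of *FITM1* was 8.89. Without WT replicate 3 that of *SLN* was 6.16. *C1QTNF3* gave 4.58 (SE 0.48, adjusted *p* = 5.6e-05) in that test. Among the genes lower in DMD, *POSTN* was at 44.8 ± 15.0 against 885 ± 393 CPM (edgeR log2 fold change −4.31, SE 0.47, adjusted *p* = 7.2e-04). *RBP4*, the retinol carrier, gave −4.01 (SE 0.33, adjusted *p* = 1.6e-06), the protease inhibitor *SLPI* −4.61 (SE 0.65, adjusted *p* = 2.1e-04) and the neutrophil chemokine *AMCF-II* −4.26 (SE 0.56, adjusted *p* = 0.00198) in the same test (−5.48 for *SLPI* without DMD replicate 4 and −4.90 for *AMCF-II* without DMD replicate 3, with 6 of 10 and 222 of 412 DMD counts). Of 1914 genes tested, 349 (18.2%) were called, 160 higher and 189 lower in DMD (122 and 264 with library size alone as the scale), and for 217 the change exceeded 2-fold. All 4 DMD libraries lay beyond all 4 WT libraries for 574 of the 1914 (30.0%; 2.86% by chance), 321 of them called.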

In the PROL state, we identified 568 differentially expressed genes (adjusted *p*-value < 0.05; |log2 fold change| > 0.6) between DMD and WT SCs (261 with higher and 307 with lower expression levels in DMD). Amongst genes showing the strongest upregulation in DMD, we detected *HECW2*, *NCALD*, *CORT*, and several key myogenesis genes, including *MYF5*, *MYOD1*, and *MYOG*., The top-downregulated genes included *AKR1C1*, *CFH*, *CCK*, and *PAQR6* (Figure 3C). 

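*HECW2*, which encodes a ubiquitin ligase, had 36 counts over the 4 DMD libraries and 0 over the 4 WT libraries, at least 10.2-fold higher in DMD. Such a bound sets the group without a count at 3 counts, scaled by library totals. It takes the pooled count of the other group as exact, so it leaves out that group's counting error and the spread between animals. *NCALD*, a neuronal calcium sensor gene (34 against 0; at least 9.68-fold), and *CORT*, the cortistatin gene (32 against 0; at least 9.11-fold), were likewise without a count in WT. The muscle determination gene *MYF5* had 30 counts in DMD and 0 in WT, at least 8.54-fold higher. *MYOD1*, of the same family, had 52 counts in DMD and 8 in WT, all 8 in WT replicate 1, and *MYOG* (myogenin) 84 and 6. *AKR1C1*, which encodes a steroid-reducing enzyme, was at 3.61 ± 3.86 CPM in DMD and 433 ± 485 in WT (n = 4 each), a log2 fold change of −6.85 (SE 1.25, edgeR adjusted *p* = 0.00875). WT replicate 3 alone was at 1151 CPM, and without it the log2 fold change was −5.68 (adjusted *p* = 5.8e-04); without DMD replicate 3, with 16 of the 24 DMD counts, it was −7.94 (0.0249). Cholecystokinin (*CCK*, 40 counts in WT and 0 in DMD, 34 of the 40 in 1 library; at least 15.6-fold lower) and the membrane receptor gene *PAQR6* (24 and 0, 14 of the 24 in 1 library; at least 9.37-fold) had no DMD count. With halved counts, a choice made after every value was found to be even, the bounds are 5.12-fold (*HECW2*), 4.84-fold (*NCALD*), 4.55-fold (*CORT*), 4.27-fold (*MYF5*), 7.81-fold (*CCK*) and 4.68-fold (*PAQR6*).
All of these but *AKR1C1* were too low for the count filter. Fitted without a filter, edgeR gave adjusted *p* = 6.3e-04 for *HECW2*, 0.00111 for *NCALD*, 0.00185 for *CORT*, 0.00295 for *MYF5*, 0.0237 for *MYOD1*, 2.6e-05 for *MYOG*, 0.00450 for *CCK* and 0.00761 for *PAQR6*. DESeq2 called each of them except *MYOD1* (adjusted *p* = 0.0766).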

Using the DAVID online tool, we conducted a gene ontology (GO) enrichment analysis using the biological process (BP) database. 

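Transcripts of the fast myosin light chains were higher in DMD PROL: *MYLPF* was at 3512 ± 859 CPM against 112 ± 33.6 in WT (n = 4 each), a log2 fold change of 4.95 (SE 0.31, edgeR adjusted *p* = 2.4e-05), and *MYL1* at 2139 ± 463 against 88.8 ± 15.4 (log2 fold change 4.58, SE 0.20, adjusted *p* = 7.6e-08, same test). *DES*, which encodes the intermediate filament desmin, rose (log2 fold change 4.03, SE 0.14, adjusted *p* = 1.7e-10), as did *CFL2*, the muscle cofilin gene (log2 fold change 1.49, SE 0.08, adjusted *p* = 5.1e-09, that test). Of 19 sarcomere genes tested, 16 were higher in DMD and 0 lower, the same when adjusted over the list alone, with a median log2 fold change of 4.05 (camera adjusted *p* = 1.9e-13, and adjusted *p* = 0.140 with an estimated correlation). Troponin genes of slow fibers belonged to them, *TNNC1* with 4.70 (SE 0.32, adjusted *p* = 4.6e-08) and *TNNI1* with 4.02 (SE 0.32, adjusted *p* = 4.9e-06) in the edgeR test, as did *TNNT2* with 4.05 (SE 0.34, adjusted *p* = 8.1e-07) in that test. Of 4 genes of excitation-contraction coupling tested, *SLN* and the calcium channel subunit gene *CACNA2D1* (101 ± 14.6 against 28.1 ± 9.00 CPM) were higher and the calcium pump gene *ATP2A2* was lower.

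**Figure D1:**
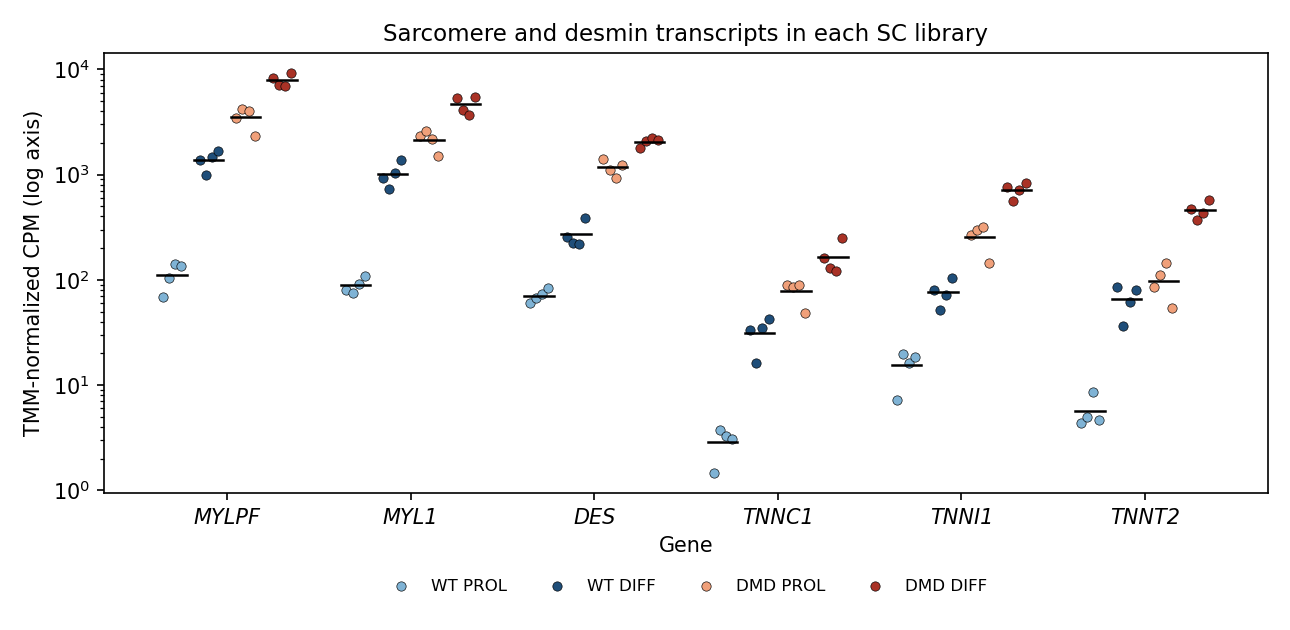
CPM of *MYLPF*, *MYL1*, *DES*, *TNNC1*, *TNNI1* and *TNNT2* in each of the 16 libraries, by group (n = 4 animals per group; log axis).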

Upregulated genes in DMD SCs showed a significant enrichment of gene sets related to skeletal muscle fiber development, sarcomere organization, skeletal muscle contraction, and positive regulation of myoblast differentiation. On the other hand, the top-downregulated genes in DMD SCs were associated with the ontologies of inflammatory response, positive regulation of angiogenesis, response to hypoxia, cell migration, and adhesion.

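*VCAM1*, which encodes an adhesion molecule for leukocytes, was at 17.1 ± 3.33 CPM in DMD PROL and 194 ± 68.4 in WT PROL (n = 4 each), a log2 fold change of −3.52 (SE 0.25, edgeR adjusted *p* = 1.9e-07). The chemokine gene *CCL5* fell (log2 fold change −3.28, SE 0.48, adjusted *p* = 1.3e-04) in the same test, and *IL1R2*, the interleukin 1 decoy receptor gene, had 2 counts in DMD and 74 in WT, a ratio of 43.3 (95% interval from counting 11.6–364, or 7.31–1757 with halved counts). Of 17 inflammatory genes, 9 were lower and 2 higher (10 and 2 when adjusted over the list alone; camera adjusted *p* = 0.00661, and adjusted *p* = 0.316 with an estimated correlation). All 6 complement genes tested were lower in DMD, the same over the list alone (camera adjusted *p* = 2.0e-04, and adjusted *p* = 0.161 with an estimated correlation), among them *C2* with −3.58 (SE 0.56, adjusted *p* = 1.8e-04) in the edgeR test.
*ANGPTL4*, a secreted regulator of lipid uptake and vessel growth, was at 10.2 ± 2.69 against 71.8 ± 19.9 CPM (log2 fold change −2.81, SE 0.26, adjusted *p* = 1.1e-06, same test), and the growth and stress regulator *DDIT4* at −1.06 (SE 0.13, adjusted *p* = 1.8e-05) in that test. Among 15 hypoxia genes 5 were lower and 0 higher, the same over the list alone (camera adjusted *p* = 0.0321, and adjusted *p* = 0.256 with an estimated correlation). In the angiogenic list, 5 of 11 were lower, with *PLAU* (urokinase; log2 fold change −0.96, SE 0.11, adjusted *p* = 7.5e-06 in edgeR), and 1, the growth factor receptor gene *MET*, was higher, the same over the list alone (camera adjusted *p* = 0.0321, and adjusted *p* = 0.297 with an estimated correlation). For migration and adhesion, *ITGB3* (integrin β3) fell (log2 fold change −3.46, SE 0.32, adjusted *p* = 1.2e-06) in the same edgeR test, while the integrin list as a group had 1 gene higher and 1 lower of 9, the same over the list alone (camera adjusted *p* = 0.597, and adjusted *p* = 0.773 with an estimated correlation). Of 24 matrix genes 9 were lower and 5 higher (11 and 5 over the list alone; camera adjusted *p* = 0.0228, and adjusted *p* = 0.326 with an estimated correlation).
Markers of other cell types moved with these groups: 9 of 11 fibroblast markers were lower and 0 higher (11 and 0 over the list alone; camera adjusted *p* = 1.1e-08, and adjusted *p* = 0.140 with an estimated correlation). The endothelial transcription factor gene *ERG* was at 19.3 ± 5.91 against 105 ± 15.3 CPM (edgeR log2 fold change −2.46, SE 0.22, adjusted *p* = 8.2e-07) and *PECAM1*, of endothelial cell contacts, at 1.88 ± 1.67 against 19.8 ± 3.10 (same test, log2 fold change −3.37, SE 0.53, adjusted *p* = 1.9e-04). The list test no longer called hypoxia with library size alone as the scale (adjusted *p* = 0.0750), with the stricter filter (0.0946) or without WT replicate 1 (0.0757), WT replicate 2 (0.0539) or DMD replicate 1 (0.0673). It no longer called the angiogenic list in the first 3 of these settings (0.103, 0.0725 and 0.103) or without DMD replicate 1 (0.0700), nor the matrix list with library size alone (0.0781) or, a choice made after the data were seen, without WT animals 2 and 4 (0.0517).

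**Figure D2:**
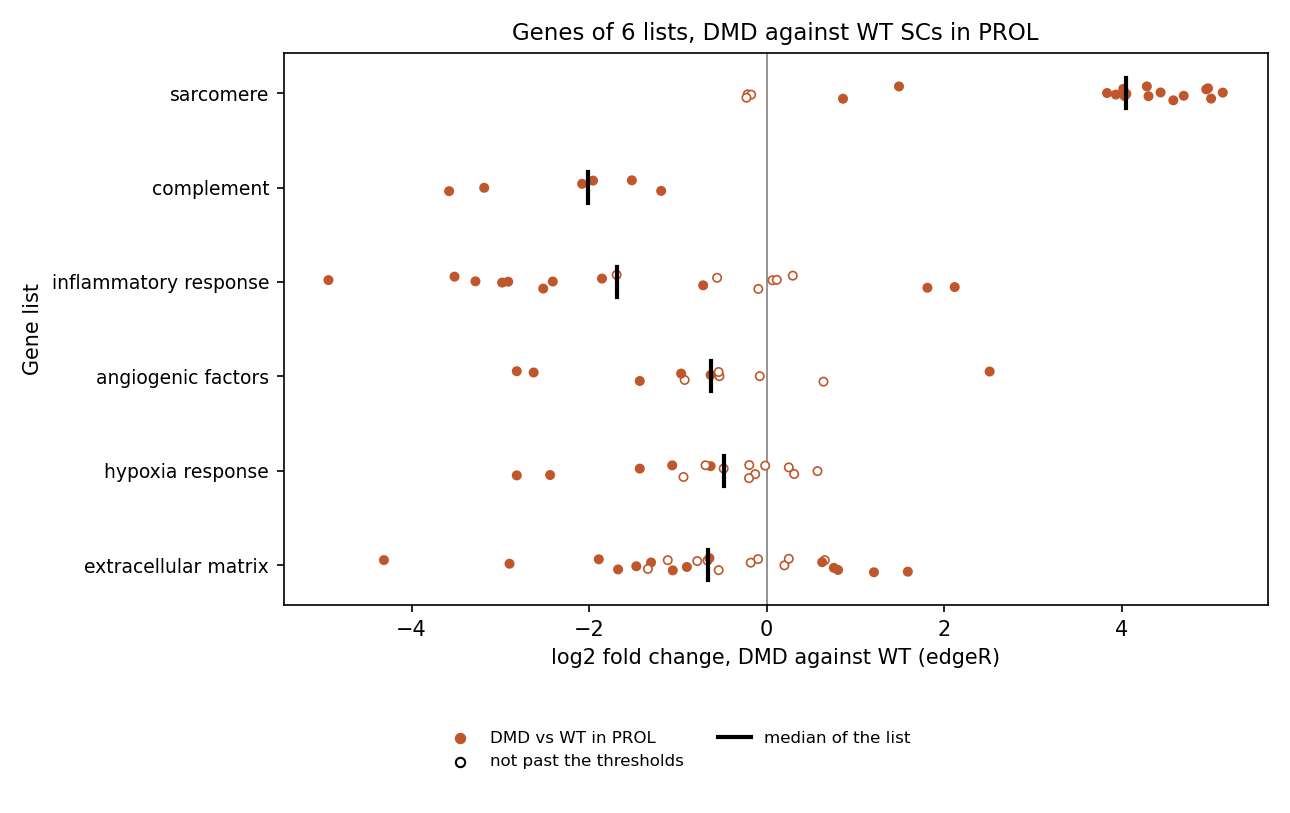
Log2 fold change between DMD and WT in PROL of each tested member of 6 gene lists.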

Analyzing the DIFF state, we detected 822 differentially expressed genes (adjusted *p*-value < 0.05; |log2-fold change| > 0.6) between DMD and WT SCs (391 with higher and 431 with lower expression levels in DMD). 

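*C1QTNF3* was at 288 ± 77.1 CPM in DMD DIFF and 4.79 ± 1.69 in WT DIFF (n = 4 each), a log2 fold change of 5.88 (SE 0.27, edgeR adjusted *p* = 2.5e-10). *SPP1*, which encodes the secreted phosphoprotein osteopontin, was at 162 ± 119.9 against 4.12 ± 2.23 CPM (log2 fold change 5.26, SE 0.77, adjusted *p* = 8.8e-04, same test), and *LIPG*, the endothelial lipase gene, at 4.69 (SE 0.42, adjusted *p* = 1.4e-07) in that test. *RAMP1*, a subunit of the receptor for calcitonin gene-related peptide, was at 269.8 ± 39.5 against 12.1 ± 11.4 CPM (edgeR log2 fold change 4.47, SE 0.43, adjusted *p* = 3.8e-05; 5.36 without WT replicate 1, with 42 of the 70 WT counts). Among the genes lower in DMD, *SGK1*, a kinase induced by serum and glucocorticoids, stood at 20.6 ± 2.74 against 929 ± 126 CPM (log2 fold change −5.50, SE 0.14, adjusted *p* = 2.4e-14, same test) and *PDK4*, a kinase that restrains pyruvate oxidation, at −5.25 (SE 0.42, adjusted *p* = 3.4e-07) in that test (−5.90 without DMD replicate 2, with 10 of the 18 DMD counts). *ASB9*, which takes substrates to a ubiquitin ligase, had 2 counts in DMD and 160 in WT, a ratio of 74.6 (95% interval from counting 20.3–621, or 13.0–2983 with halved counts). Of 1916 genes tested, 643 (33.6%) were called, 308 higher and 335 lower, a split that turned to 387 and 267 with library size alone as the scale. The change exceeded 2-fold for 404. For 868 of the 1916 (45.3%; 2.86% by chance) the 4 DMD libraries lay beyond the 4 WT libraries, 589 of them called.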

Genes displaying the strongest increase in expression in DMD SCs were *LGALS13*, *MYF5*, and *MYH2*. Additionally, the mRNA levels of smooth muscle-related genes like *TAGLN* and *CNN1*, as well as myosin light chain genes *MYLPF* and *MYL1*, were increased. 

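*LGALS13*, which encodes a galectin, had 130 counts over the 4 DMD DIFF libraries (22.1 ± 10.4 CPM) and 0 over the 4 WT DIFF libraries, at least 46.5-fold higher in DMD (edgeR adjusted *p* = 7.6e-06). *MYF5*, the earliest of the myogenic factor family in muscle development, had 40 counts in DMD and 0 in WT, at least 14.3-fold higher. For *MYH2*, the fast IIa myosin heavy chain gene, the counts were 38 and 0, at least 13.6-fold higher, with adjusted *p* = 1.2e-04 from edgeR without a count filter. In PROL, *MYH2* had 18 counts in DMD and 0 in WT (at least 5.12-fold), and *LGALS13* had 2 and 0. *MYH1*, the fast IIx heavy chain gene, was at 92.8 ± 41.1 against 3.78 ± 1.29 CPM in DIFF (n = 4 each), a log2 fold change of 4.58 (SE 0.39, edgeR adjusted *p* = 2.2e-07). With halved counts the bounds in DIFF are 23.2-fold (*LGALS13*), 7.15-fold (*MYF5*) and 6.79-fold (*MYH2*), and 2.56-fold for *MYH2* in PROL. Each bound takes the DMD count as exact. *MYF5* and *MYH2* lie under the count filter, and DESeq2 and edgeR without the filter called both.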

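*TAGLN*, which encodes the actin-binding protein transgelin of smooth muscle, was at 6519.8 ± 1071 CPM in DMD DIFF and 1174 ± 426 in WT DIFF (n = 4 each), a log2 fold change of 2.47 (SE 0.26, edgeR adjusted *p* = 6.9e-05). In PROL it stood at 1299 ± 217 and 1510.0 ± 354 CPM and was not called (log2 fold change −0.23, SE 0.16, adjusted *p* = 0.346, same test). *CNN1* (calponin) was called lower in DMD PROL (log2 fold change −1.13, SE 0.39, adjusted *p* = 0.0433 in edgeR). In DIFF it was higher, at 415 ± 181 against 67.8 ± 60.1 CPM (log2 fold change 2.61, SE 0.65, adjusted *p* = 0.0163, same test). Of its 396 WT counts 224 lay in replicate 1, without which the log2 fold change was 3.40 (adjusted *p* = 0.00324). *ACTA2*, the smooth muscle α-actin gene, rose (log2 fold change 3.54, SE 0.29, adjusted *p* = 2.6e-05), as did *TPM4*, a tropomyosin gene (log2 fold change 1.32, SE 0.13, adjusted *p* = 6.2e-07, the same test). All 9 smooth muscle genes tested were higher in DMD DIFF, the same over the list alone, with a median log2 fold change of 2.02 (camera adjusted *p* = 2.7e-05, and adjusted *p* = 0.295 with an estimated correlation); in PROL 1 was higher and 2 lower (camera adjusted *p* = 0.968, and adjusted *p* = 0.976 with an estimated correlation). All 5 pericyte markers tested were higher as well, 4 of them members of the smooth muscle or sarcomere lists (camera adjusted *p* = 0.00109, and adjusted *p* = 0.295 with an estimated correlation). *MYLPF* was at 7893 ± 1080.2 against 1379 ± 282 CPM (log2 fold change 2.51, SE 0.15, adjusted *p* = 4.5e-09, edgeR) and *MYL1* at 4664 ± 866 against 1019.5 ± 267 (log2 fold change 2.19, SE 0.19, adjusted *p* = 4.2e-06, same test). With same-numbered WT and DMD libraries as a block, *CNN1* had an adjusted *p* of 0.0883, and without WT animals 2 and 4, a choice made after the data were seen, 0.114.

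**Figure D3:**
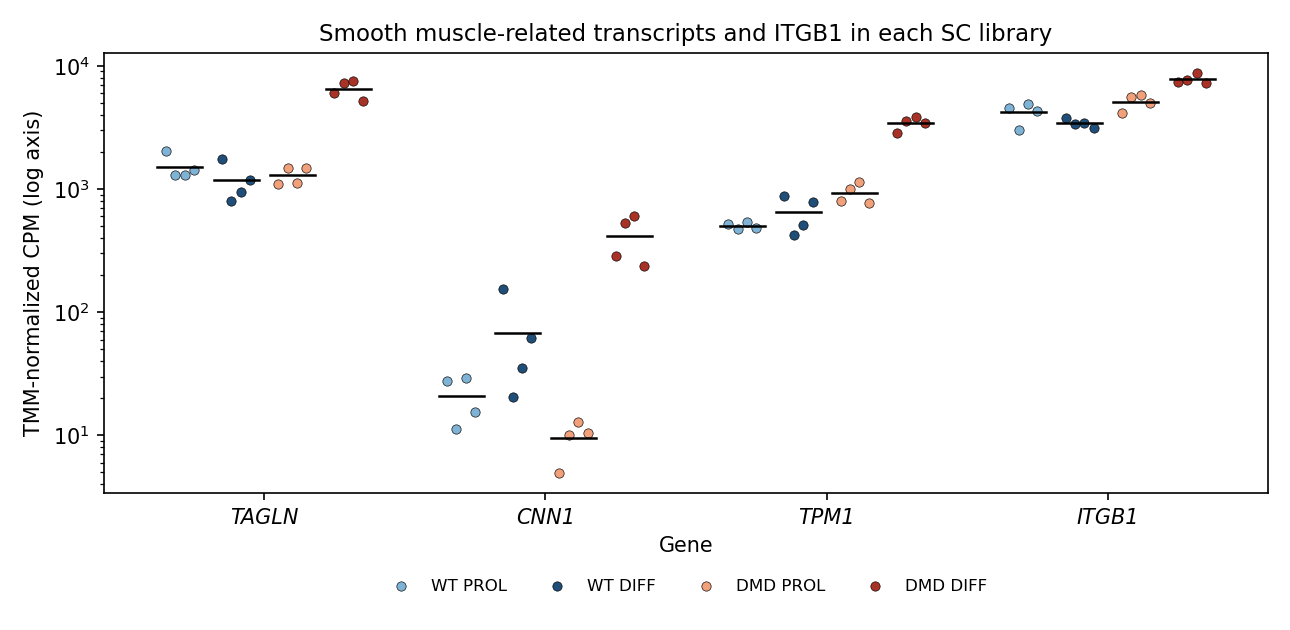
CPM of *TAGLN*, *CNN1*, *TPM1* and *ITGB1* in each of the 16 libraries, by group (n = 4 animals per group; log axis).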

The latter two were also strongly increased in the PROL state (see above). 

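*MYOG* was at 45.5 ± 5.46 CPM in DMD DIFF and 5.39 ± 4.40 in WT DIFF (n = 4 each), a log2 fold change of 3.03 (SE 0.40, edgeR adjusted *p* = 9.2e-06). WT replicate 3 held 18 of the 32 WT counts, and without it the log2 fold change was 3.75 (adjusted *p* = 1.1e-06). *MYF5*, below the filter in both states, had an adjusted *p* of 5.8e-05 from edgeR without the filter. *MEF2C* rose (log2 fold change 1.57, SE 0.23, adjusted *p* = 4.2e-05), as did *MSTN*, which encodes the growth inhibitor myostatin (log2 fold change 3.90, SE 0.63, adjusted *p* = 7.2e-05, the same test). *FST*, the gene of the myostatin antagonist follistatin, was lower, at 7.71 ± 5.16 against 49.8 ± 14.9 CPM (edgeR log2 fold change −2.64, SE 0.38, adjusted *p* = 2.7e-05). Over the myogenic regulators, 4 of 8 were higher and 2 lower, the same over the list alone (camera adjusted *p* = 0.522, and adjusted *p* = 0.659 with an estimated correlation).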

Interestingly, elevated transcript levels of the myogenic transcription factors *MYF5* and *MYOG* were identified. The top-downregulated genes in DMD SCs comprise *C3*, *FMO1*, and *SLC46A3*. 

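*C3*, the central complement component gene, had 148 counts over the 4 WT DIFF libraries and 0 over the 4 DMD DIFF libraries, at least 46.0-fold lower in DMD, and *FMO1*, which encodes a flavin-containing monooxygenase, 128 and 0, 70 of the 128 in WT replicate 4, at least 39.8-fold lower. Without a count filter, edgeR gave them adjusted *p* = 2.0e-09 and 1.9e-09. *SLC46A3*, a lysosomal transporter gene, had 68 counts in WT (11.8 ± 4.00 CPM, n = 4) and 0 in DMD, at least 21.1-fold lower (edgeR adjusted *p* = 3.5e-05). With halved counts these bounds are 23.0-fold (*C3*), 19.9-fold (*FMO1*) and 10.6-fold (*SLC46A3*). Each bound takes the WT count as exact. Of 8 complement genes tested, 7 were lower in DMD and 1, *CD59* (named after its value was seen), higher, the same over the list alone (camera adjusted *p* = 8.4e-04, and adjusted *p* = 0.215 with an estimated correlation). *SERPING1*, the C1 inhibitor gene, was at 57.9 ± 7.12 against 2254 ± 325 CPM, a log2 fold change of −5.29 (SE 0.14, adjusted *p* = 2.4e-14) in edgeR, and *C4* at 8.02 ± 1.97 against 399.5 ± 70.8 (log2 fold change −5.62, SE 0.19, adjusted *p* = 6.8e-13, same test).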

(Figure 3C). The GO-BP analysis revealed that the top-upregulated genes in DMD SCs displayed a significant enrichment of gene sets associated with muscle contraction, apoptotic process, and glycolytic metabolism. Amongst the top-downregulated genes in DMD SCs, we identified significant enrichment of gene sets related to the ontologies of cytoplasmic translation, negative regulation of cell growth, response to oxidative stress, and TGF-β signaling pathway. A detailed list with differentially expressed genes and identified pathways is provided in Supplementary Tables S1–S4.

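*MLC2V*, which encodes a regulatory myosin light chain, was at 1327 ± 128 CPM in DMD DIFF and 113 ± 16.5 in WT DIFF (n = 4 each), a log2 fold change of 3.55 (SE 0.12, edgeR adjusted *p* = 7.9e-13). *DES* rose (log2 fold change 2.92, SE 0.16, adjusted *p* = 1.0e-08), as did *TNNI1* (log2 fold change 3.22, SE 0.18, adjusted *p* = 1.6e-08, the same test). Of 21 sarcomere genes tested, 20 were higher in DMD and 0 lower, the same over the list alone, with a median of 2.40 (camera adjusted *p* = 3.7e-11, and adjusted *p* = 0.215 with an estimated correlation). Of 5 genes of excitation-contraction coupling, 2 were higher and 0 lower, the same over the list alone (camera adjusted *p* = 0.159, and adjusted *p* = 0.295 with an estimated correlation), with the calcium release channel gene *RYR1* at 1.79 (SE 0.45, adjusted *p* = 0.00370) in edgeR.
*CYCS* (cytochrome c, which triggers caspases once released from mitochondria) was at 1105 ± 80.5 against 286 ± 26.0 CPM (log2 fold change 1.94, SE 0.10, adjusted *p* = 1.1e-10, same test) and *CIDEA*, of lipid droplets and cell death, at 113 ± 19.2 against 16.8 ± 3.97 (edgeR log2 fold change 2.73, SE 0.21, adjusted *p* = 2.0e-08). *TNFSF10*, the death ligand gene, fell (log2 fold change −3.98, SE 0.34, adjusted *p* = 7.1e-08) in that test. Among 15 apoptosis genes 4 were higher and 3 lower, the same over the list alone (camera adjusted *p* = 0.208, and adjusted *p* = 0.483 with an estimated correlation). *PGAM2*, the muscle phosphoglycerate mutase gene, rose (log2 fold change 2.65, SE 0.14, adjusted *p* = 1.7e-10), as did *TPI1*, of triosephosphate isomerase (log2 fold change 0.95, SE 0.11, adjusted *p* = 2.4e-06, the edgeR test), and 7 of 11 glycolysis genes were higher and 0 lower, the same over the list alone (camera adjusted *p* = 0.0209, and adjusted *p* = 0.295 with an estimated correlation).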

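*RPL10*, which encodes a protein of the large ribosomal subunit, was at 4286 ± 256 CPM in DMD DIFF and 8696 ± 725 in WT DIFF (n = 4 each), a log2 fold change of −1.03 (SE 0.09, edgeR adjusted *p* = 1.4e-07). *RPL3* fell (log2 fold change −0.89, SE 0.09, adjusted *p* = 8.2e-07), as did *RPS20*, of the small subunit (log2 fold change −0.79, SE 0.09, adjusted *p* = 2.7e-06, the same test). Of 43 cytosolic ribosomal protein genes, 12 were lower and 0 higher, the same over the list alone, with a median of −0.50 (camera adjusted *p* = 1.3e-08, and adjusted *p* = 0.295 with an estimated correlation). In PROL 0 of 43 were called by edgeR and 0 by DESeq2 (17 higher and 1 lower at an unadjusted *p* under 0.05), with a median of 0.14 that was −0.01 with library size alone as the scale, which ended the list call (adjusted *p* = 0.214; camera adjusted *p* = 0.00699, and adjusted *p* = 0.373 with an estimated correlation).
*IGFBP6*, which binds insulin-like growth factor 2, fell (log2 fold change −4.38, SE 0.35, adjusted *p* = 2.9e-05) in edgeR, while the growth arrest genes *GADD45G* (log2 fold change 2.52, SE 0.25, adjusted *p* = 3.8e-07) and *BTG1* (log2 fold change 0.95, SE 0.10, adjusted *p* = 1.2e-06) rose in the same test. Among 11 inhibitors of the cell cycle and of growth, 5 were lower and 4 higher, the same over the list alone (camera adjusted *p* = 0.916, and adjusted *p* = 0.912 with an estimated correlation). *CAT*, the catalase gene, was at 271 ± 19.9 against 3059.8 ± 631 CPM (edgeR log2 fold change −3.50, SE 0.14, adjusted *p* = 1.3e-11) and *SEPP1*, the selenium carrier gene, fell (log2 fold change −3.62, SE 0.25, adjusted *p* = 2.7e-06) in that test; 6 of 17 oxidative stress genes were lower and 0 higher, the same over the list alone (camera adjusted *p* = 0.213, and adjusted *p* = 0.295 with an estimated correlation). *TGFBR3*, a co-receptor of TGF-β, fell (log2 fold change −4.04, SE 0.43, adjusted *p* = 1.0e-06) and *TGFB3*, a ligand, rose (log2 fold change 2.39, SE 0.21, adjusted *p* = 1.3e-07) in the same test. Of 20 genes of TGF-β signaling 7 were lower and 4 higher (7 and 5 over the list alone; camera adjusted *p* = 0.492, and adjusted *p* = 0.528 with an estimated correlation). With these groups, 9 of 13 fibroblast markers were lower and 1 higher, the same over the list alone (camera adjusted *p* = 6.1e-04, and adjusted *p* = 0.215 with an estimated correlation).

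**Figure D4:**
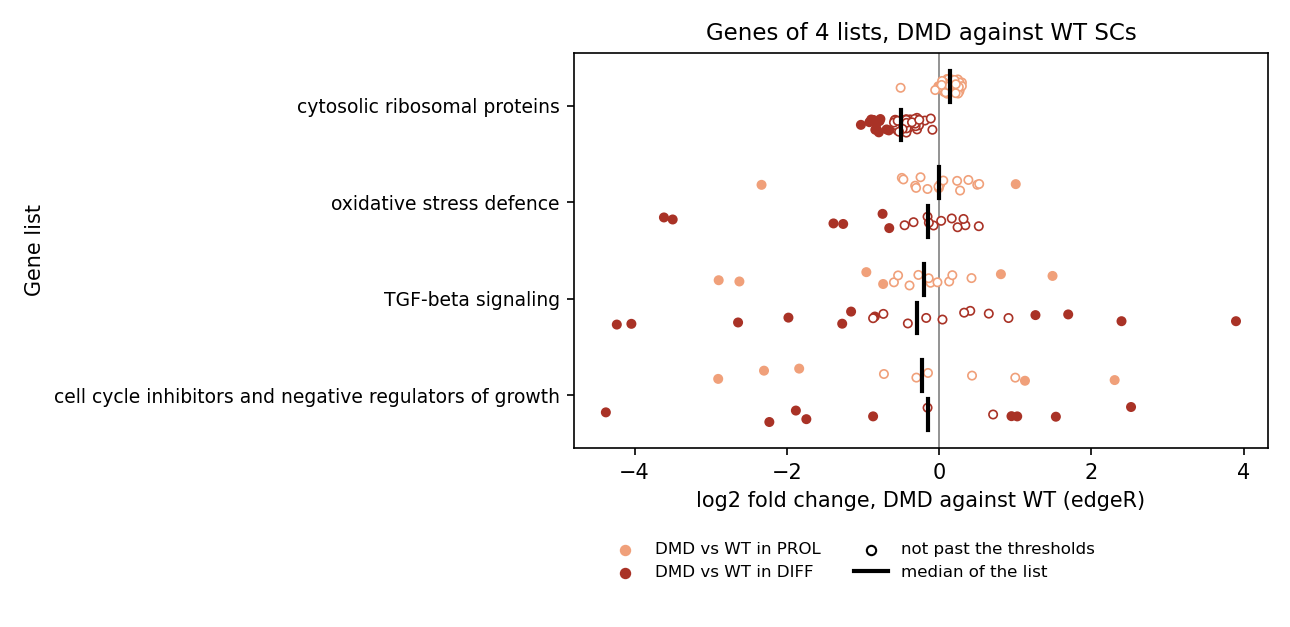
Log2 fold change between DMD and WT in PROL and in DIFF of each tested member of 4 gene lists.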

Collectively, these data highlight the diverse role of dystrophin at different stages of myogenesis and show that dystrophin deficiency affects a broad spectrum of intracellular processes ranging from myoblast-specific pathways to universal cell signaling cascades.

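*ACTN2*, which encodes the α-actinin of the Z-disc, had a smaller genotype difference in DIFF than in PROL, with a difference in log2 fold change of −3.06 (SE 0.61, edgeR adjusted *p* = 8.5e-04). *MYLPF* (log2 fold change −2.45, SE 0.33, adjusted *p* = 6.9e-05) and *MYL1* (log2 fold change −2.40, SE 0.30, adjusted *p* = 3.1e-05) differed in the same direction in the same test. *TAGLN* differed the other way (log2 fold change 2.69, SE 0.33, adjusted *p* = 3.6e-05 in edgeR), as did the lipase gene *LIPG* (log2 fold change 6.03, SE 0.75, adjusted *p* = 2.3e-06, same test) and *ACTA2* (log2 fold change 3.40, SE 0.35, adjusted *p* = 8.0e-06, same test). In the smooth muscle list, 8 of 9 genes had a higher and 1 a lower difference, the same over the list alone (camera adjusted *p* = 6.6e-05, and adjusted *p* = 0.237 with an estimated correlation); in the ribosomal list 24 of 43 were lower and 0 higher (25 lower over the list alone; camera adjusted *p* = 5.7e-15, and adjusted *p* = 0.237 with an estimated correlation). Of the ribosomal genes, 24 were lower with DESeq2, 22 with upper-quartile factors and 7 with library size alone. Over all genes, the genotype difference itself differed between the states for 476 of 2030 tested, with a higher DMD minus WT difference in DIFF for 213 and a lower one for 263, a split that turned to 387 and 134 with library size alone as the scale.
Of the genes tested in both states, 89 were higher and 85 lower in DMD in both, where independent lists of these sizes would share 23.2 and 29.3. In contrast, 19 were lower in PROL and higher in DIFF and 9 higher in PROL and lower in DIFF (27.5 and 24.7 for independent lists; the same 8 animals gave both states). The paper compares the genotypes in each state and groups the called genes by GO process; the difference between the states was tested here in addition.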

### 3.7. Overview of the Proteome Profiles of DMD and WT SCs

To achieve a comprehensive overview of the consequences of dystrophin deficiency in SCs, we performed quantitative proteomics using liquid chromatography tandem mass spectrometry (LC-MS/MS) with DMD (n = 4) and WT SCs (n = 4) in PROL and DIFF states, aiming to explore any molecular alterations on the protein level between the genotypes in the different developmental stages.

In total, 49,115 peptides were identified, which could be assigned to 4297 proteins at a false discovery rate (FDR) of 1%. In all samples, characteristic markers for skeletal muscle tissue were detected, namely sarcomere-associated myosin heavy and light chain proteins (e.g., MYH9, MYL6, MYH3) and actins (e.g., ACTG1, ACTA2), contraction-related tropomyosins (e.g., TPM1, TPM4, TPM3), as well as the muscle-specific intermediate filament desmin (DES). A list of all identified and quantified proteins can be found in the Supplementary Tables S5 and S6.

The dimensionality of the proteomic data was reduced using PCA, showing a separation of the proteome profiles of DMD and WT SCs in both the PROL and DIFF cell states (Figure 4A), which is in line with the findings of the transcriptome analysis. Notably, unsupervised hierarchical clustering of DMD and WT SCs in DIFF and PROL states did not separate the groups according to genotype and state but revealed two major clusters. One cluster consisting of only WT DIFF and a second cluster composed of WT PROL, DMD PROL, and DMD DIFF (Figure 4B). This finding demonstrates that DMD SCs’ proteomes are more similar to WT PROL than WT DIFF, indicating impaired differentiation in DMD SCs.

Proteomic profiling of DMD and WT SCs highlights the complexity of DMD myopathology and points towards a highly altered molecular profile of DMD SCs along the myogenic pathway.

### 3.8. Changes in Protein Expression in DMD SCs Analyzed in Proliferative and Differentiated States

By further statistical analysis, we detected proteins with significantly altered abundances between DMD and WT SCs (adjusted *p*-value < 0.05; |log2 fold change| > 0.6). Analyzing DMD and WT SCs in PROL state, we identified 453 proteins significantly altered in abundance (205 with increased and 248 with decreased abundance in the DMD samples). Amongst proteins with the highest increase in abundance, we found ITGA7, ITGB1, DES, and TPM1, whereas among the strongest decrease in abundance proteins included PPL, ACTB, and MYH11. In the DIFF state, the number was even higher, with 808 differentially abundant proteins (334 with increased and 474 with decreased abundance in the DMD samples) (Figure 4C). Top differentially expressed proteins included several myosins (MYH3, MYH8, MYL4, MYL11), troponins (TNNI1, TNNT2, TNNC1), and MACF1 with higher and PPL, CYLC1, ALDH1A3, and ALDH1A1 with lower abundance.

Using DAVID on the differentially abundant proteins, we investigated several functional GO categories, such as biological process, cellular component, and molecular function, as well as the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. In PROL, clusters of proteins with increased abundance in DMD compared to WT showed significant enrichment in proteins related to mRNA splicing, ribosome/translation, structural constituent of cytoskeleton, DNA replication, and focal adhesion. Sets of proteins with decreased abundance in DMD were related to GTP binding, biosynthesis of nucleotide sugars, and regulation of cytoskeleton. At the DIFF state, proteins with higher abundance in DMD SCs were associated with the regulation of actin cytoskeleton, ribosome, hypertrophic cardiomyopathy, and pathways of neurodegeneration. Analyzing proteins of lower abundance in DMD SCs, we detected a significant enrichment in protein sets corresponding to GTPase activity, biosynthesis of nucleotide sugars, microtubule cytoskeleton, proteoglycans in cancer, and aldehyde dehydrogenase activity. Changes in protein abundance are displayed as Volcano plots in Figure 4D. A detailed list of differentially abundant proteins can be found in Supplementary Tables S7 and S8.

Apart from changes caused by the lack of dystrophin between the genotypes, we found state-dependent alterations within the genotype. In DMD SCs, 578 proteins were significantly altered in abundance (256 with increased and 322 with decreased abundance) in DIFF compared to PROL state, and in WT SCs, 737 proteins were differentially abundant (384 with increased and 353 with decreased abundance) in DIFF compared to PROL state (Figure 4C).

In conclusion, we discovered various new factors that are subject to regulation by dystrophin deficiency on a protein level, and our data further reiterated the high degree of proteome alterations in dystrophin-mutated individuals.

### 3.9. Integration of Transcriptomic and Proteomic Data

In our study, we used MOFA on the transcriptome and proteome dataset to find factors that account for the variability between DMD and WT SCs and characterized the features that contribute to these factors. The cumulative contribution to the variance was 61.95% from the transcriptomic and 54.02% from the proteomic dataset (Figure 5A). We identified five factors explaining the variance between DMD and WT SCs. Within these factors, factors 1 and 2 explain the highest percentage of variance in both -omics datasets, with factor 1 accounting for 31.33% and 32.30% and factor 2 for 23.63% and 15.03% in gene and protein expression variability, respectively (Figure 5B). Factor 1 discriminated against the WT PROL and DIFF from DMD PROL and DIFF, while factor 2 separated the samples into WT DIFF and DMD DIFF from WT PROL and DMD PROL (Figure 5C). 

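*POSTN* and *DCN*, of the matrix, were called lower and *DES*, of the muscle cytoskeleton, higher in DMD in both states. *IGF1*, which encodes a growth factor of muscle, was higher in DIFF than in PROL in DMD, with a log2 fold change of 5.90 (SE 0.31, edgeR adjusted *p* = 1.6e-10) that was 6.65 without DMD replicate 2, and *PDK4* in WT with 4.88 (SE 0.46, adjusted *p* = 6.4e-06) in the same test; 110 genes were higher and 116 lower in DIFF in both genotypes (45.7 and 32.1 for independent lists). MOFA and the proteome are not analysed here. The legend gives n = 3 WT for MOFA without naming the animal left out; all 4 WT animals are used here.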

The top 25 features for factors 1 and 2 in transcriptomic and proteomic modality with their sample expression can be found in Supplementary Figure S2. Heat maps for factor 1, which distinguished DMD from WT SCs, showed two major clusters in both -omics modalities: one consisting of only WT DIFF and a second one with DMD PROL, DMD DIFF, and WT PROL (Figure 5D–G). This finding recapitulates our previous observation on the proteomic profiles of the DMD and WT SCs. 

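Complement gene *C4* rose from PROL to DIFF in WT with a log2 fold change of 4.31 (SE 0.24, edgeR adjusted *p* = 2.4e-08), as did the catalase gene *CAT* (log2 fold change 3.71, SE 0.14, adjusted *p* = 7.8e-11, same test); *ADM*, which encodes the vasodilator adrenomedullin, rose (log2 fold change 4.56, SE 0.12, adjusted *p* = 4.9e-13), as did *SGK1* (log2 fold change 3.49, SE 0.15, adjusted *p* = 6.7e-10, that test). In DMD, DIFF minus PROL for *SGK1* and *C4* was not called, at −0.40 (SE 0.29, adjusted *p* = 0.299) and 0.78 (SE 0.45, adjusted *p* = 0.187) in edgeR. WT DIFF libraries had the lowest PC1 scores, −29.9, −31.0, −31.2 and −28.1 for WT replicates 1–4, against −6.48, −8.68, −11.3 and −5.62 in WT PROL of the same animals. Because the animal missing from the paper's 3 is not named, all 4 are given.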

Heat maps for factor 2, which separated PROL from DIFF cells, revealed that this separation is more driven by the transcriptomic dataset, whereas in the proteomic view, the DMD DIFF samples clustered apart from the rest of the samples (Figure 5C,D). 

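*IGFBP7*, a secreted binding protein of growth factors, was higher in DMD DIFF than DMD PROL with a log2 fold change of 1.92 (SE 0.25, edgeR adjusted *p* = 5.6e-04), and *ANGPTL4* (log2 fold change 4.92, SE 0.19, adjusted *p* = 4.8e-12) in the same test. *AREG* (amphiregulin, a ligand of the EGF receptor) was lower in WT DIFF than WT PROL (log2 fold change −4.34, SE 0.66, adjusted *p* = 0.00148; −5.08 without WT replicate 1) and *MMP1*, the collagenase gene (log2 fold change −4.76, SE 0.32, adjusted *p* = 2.2e-08) in that test. In WT 618 of 1921 genes tested were called between the states, 343 higher and 275 lower in DIFF, and in DMD 536 of 1886, 302 higher and 234 lower. With library size alone as the scale the WT split turned to 194 higher and 564 lower, and the DMD split was 280 and 266. The 4 DIFF libraries lay beyond the 4 PROL libraries for 43.2% of the genes tested in WT and 40.6% in DMD (2.86% by chance). The transcriptome alone is analysed here, without the proteome it is set against.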

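*CTSL*, which encodes the lysosomal protease cathepsin L, was at 373 ± 38.7 CPM in DMD DIFF and 962 ± 138 in WT DIFF (n = 4 each), a log2 fold change of −1.37 (SE 0.11, edgeR adjusted *p* = 5.1e-08), and *LAMP2*, of the lysosomal membrane, at −1.39 (SE 0.15, adjusted *p* = 8.4e-07) in the same test. Of 26 autophagy and lysosome genes in DIFF, 7 were lower in DMD and 0 higher, the same over the list alone (camera adjusted *p* = 0.0790, and adjusted *p* = 0.295 with an estimated correlation). In PROL 4 of 25 were lower (camera adjusted *p* = 0.0321, and adjusted *p* = 0.306 with an estimated correlation), and the call ended without WT replicate 3 (adjusted *p* = 0.0705) or DMD replicate 2 (0.0626). *IRF7*, a regulator of interferon genes, fell (log2 fold change −1.88, SE 0.23, adjusted *p* = 5.1e-06), as did *MX1*, an antiviral GTPase gene (log2 fold change −1.88, SE 0.35, adjusted *p* = 2.6e-04, edgeR) in DIFF. Of 17 genes of interferon response and antigen presentation, 10 were lower in DMD DIFF and 1 higher, the same over the list alone (camera adjusted *p* = 0.0180, and adjusted *p* = 0.295 with an estimated correlation; 0.120 with the stricter filter). *CXCL12*, a chemokine gene, fell (log2 fold change −4.73, SE 0.60, adjusted *p* = 1.3e-05) and *CCL2*, another, rose (log2 fold change 1.98, SE 0.24, adjusted *p* = 1.1e-04) in the same test, and among 13 inflammatory genes 7 were lower and 4 higher (camera adjusted *p* = 0.293, and adjusted *p* = 0.501 with an estimated correlation). For hypoxia in DIFF, *TXNIP*, a brake on glucose uptake, fell (log2 fold change −3.63, SE 0.13, adjusted *p* = 1.2e-12) and *PDK1*, a kinase of pyruvate metabolism, rose (log2 fold change 2.51, SE 0.22, adjusted *p* = 1.3e-07) in edgeR. The hypoxia list had 6 genes higher and 4 lower (7 higher over the list alone; camera adjusted *p* = 0.698, and adjusted *p* = 0.862 with an estimated correlation).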

When performing GO enrichment analysis for the top positive factor 1 weights (more abundant in WT), enriched pathways were autophagy, immune response, response to hypoxia, and cell differentiation in the transcriptome data, while protein transport, ER to Golgi vesicle-mediated transport, and actin cytoskeleton organization were enriched in the proteome data. 

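*STMN1*, which encodes the microtubule regulator stathmin, was at 797 ± 46.1 CPM in DMD PROL and 362 ± 44.4 in WT PROL (n = 4 each), a log2 fold change of 1.13 (SE 0.10, edgeR adjusted *p* = 6.5e-07), and at 1.75 (SE 0.21, adjusted *p* = 1.7e-05) in DIFF in the same test. *CCND2* (cyclin D2) rose in DMD DIFF (log2 fold change 0.84, SE 0.11, adjusted *p* = 1.4e-05) and *CKS1B*, a cyclin-dependent kinase subunit gene, fell (log2 fold change −1.10, SE 0.11, adjusted *p* = 5.4e-07) in that test. Of 18 cell cycle genes in PROL 4 were higher and 0 lower, the same over the list alone (camera adjusted *p* = 0.00661, and adjusted *p* = 0.306 with an estimated correlation). In DIFF, of 15, 3 were higher and 2 lower (2 higher over the list alone; camera adjusted *p* = 0.698, and adjusted *p* = 0.862 with an estimated correlation). The sarcomere genes *ACTN2* (64.8 ± 23.3 against 1.71 ± 2.12 CPM in PROL, 8 of the 12 WT counts in replicate 3) and *MYBPH*, a myosin-binding protein gene (log2 fold change 3.46, SE 0.35, adjusted *p* = 5.1e-07 in DIFF, edgeR), were higher in DMD in both states.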

Top negative factor 1 weights (more abundant DMD) were associated with cell cycle and division, sarcomere organization, muscle contraction, and homeostasis in the transcriptome data and translation, mRNA splicing, and ribosome assembly in the proteome data. 

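*HMGCS1*, which encodes an early enzyme of sterol synthesis, was higher in DIFF than in PROL, with a log2 fold change of 2.20 (SE 0.18, edgeR adjusted *p* = 9.4e-08) in WT and 1.53 (SE 0.21, adjusted *p* = 1.3e-05) in DMD in the same test, as was *CYP51*, a later enzyme (WT log2 fold change 2.39, SE 0.13, adjusted *p* = 1.1e-09; DMD log2 fold change 1.89, SE 0.17, adjusted *p* = 1.9e-07; same test). Of 26 genes of fatty acid and sterol metabolism, 15 were higher and 1 lower in WT (16 and 1 over the list alone; camera adjusted *p* = 1.5e-04, and adjusted *p* = 0.0664 with an estimated correlation). In DMD 9 of 23 were higher and 1 lower (11 and 1 over the list alone; camera adjusted *p* = 0.0131, and adjusted *p* = 0.125 with an estimated correlation). *FOXO1*, a transcription factor restrained by insulin, was higher in DIFF (WT log2 fold change 1.03, SE 0.12, adjusted *p* = 4.9e-06; DMD log2 fold change 1.06, SE 0.09, adjusted *p* = 7.5e-08; edgeR). *GRB10*, an adaptor of the insulin receptor, was higher in DMD DIFF (log2 fold change 0.96, SE 0.13, adjusted *p* = 1.6e-05) in the same test. The insulin and IGF list had 4 of 14 genes higher and 0 lower in DMD, the same over the list alone (camera adjusted *p* = 0.0274, and adjusted *p* = 0.125 with an estimated correlation), and 2 higher and 2 lower of 13 in WT (camera adjusted *p* = 0.711, and adjusted *p* = 0.711 with an estimated correlation). Its WT median of 0.22 was −0.12 with library size alone. Genes of mitochondrial ATP synthesis gave 1 higher and 5 lower of 38 in WT, the same over the list alone (camera adjusted *p* = 0.0133, and adjusted *p* = 0.316 with an estimated correlation), and 0 called of 40 in DMD by edgeR or DESeq2 (3 higher and 14 lower at an unadjusted *p* under 0.05; camera adjusted *p* = 0.106, and adjusted *p* = 0.597 with an estimated correlation).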

GO enrichment analysis for top positive factor 2 weights (more abundant in DIFF) in the transcriptome revealed processes related to metabolism, G protein signaling, and response to insulin, while in the proteome layer, pathways of fatty acid biosynthesis, mitochondrial ATP synthesis, and response to oxidative stress were enriched. 

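*FKBP4*, which encodes a co-chaperone of HSP90, was lower in DIFF than in PROL in WT, with a log2 fold change of −1.40 (SE 0.25, edgeR adjusted *p* = 2.4e-04), and *PDIA4*, a disulfide isomerase gene of the endoplasmic reticulum, in DMD (log2 fold change −1.05, SE 0.10, adjusted *p* = 1.6e-07) in the same test. Of 23 protein folding genes, 2 were lower in WT DIFF and 0 higher, the same over the list alone (camera adjusted *p* = 0.0223, and adjusted *p* = 0.204 with an estimated correlation); in DMD 8 were lower and 0 higher (camera adjusted *p* = 0.0308, and adjusted *p* = 0.125 with an estimated correlation; 0.119 without DMD replicate 2). *RPL10* was higher in WT DIFF (log2 fold change 0.96, SE 0.10, adjusted *p* = 1.1e-06) in edgeR, and 14 of 43 ribosomal protein genes were higher and 0 lower, the same over the list alone (camera adjusted *p* = 4.3e-08, and adjusted *p* = 0.316 with an estimated correlation). In DMD 0 were called by edgeR and 0 by DESeq2 (2 higher and 18 lower at an unadjusted *p* under 0.05; camera adjusted *p* = 0.0274, and adjusted *p* = 0.634 with an estimated correlation; 0.0832, 0.0551 and 0.0855 without DMD replicates 1–3 in turn). Cell cycle genes were lower in DIFF in both genotypes, 14 of 17 in WT (camera adjusted *p* = 5.6e-09, and adjusted *p* = 0.0664 with an estimated correlation) and 15 of 17 in DMD (camera adjusted *p* = 6.8e-10, and adjusted *p* = 0.125 with an estimated correlation), with none higher, the same over the list alone. *AURKB*, a mitotic kinase gene, was lower in DMD DIFF (log2 fold change −3.67, SE 0.34, adjusted *p* = 5.7e-07) in the same edgeR test.

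**Figure D5:**
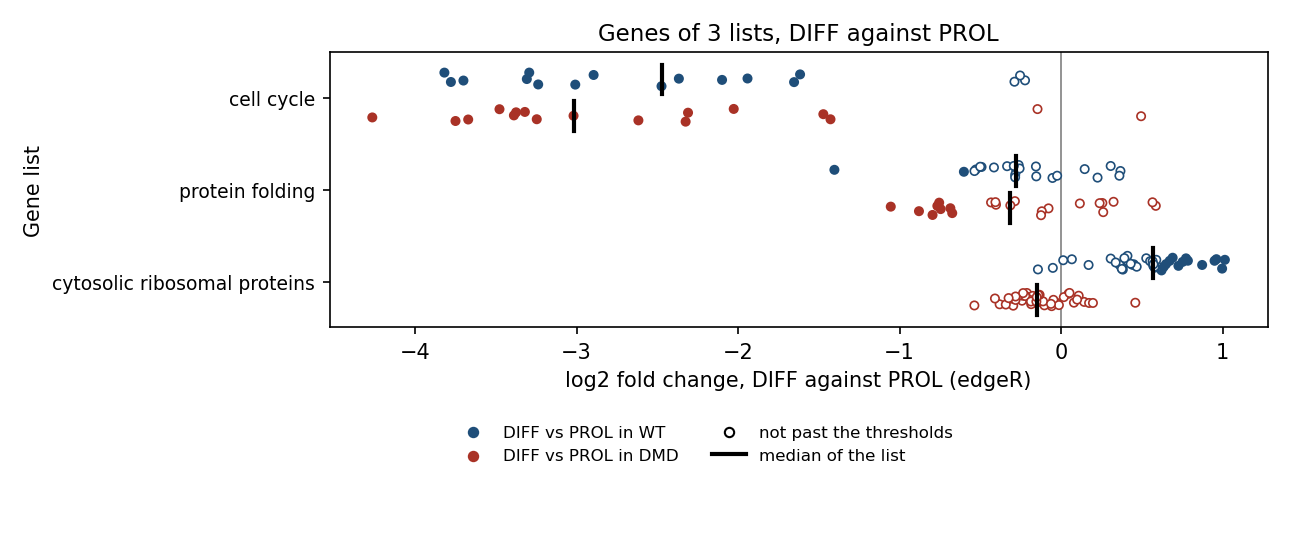
Log2 fold change from PROL to DIFF, in WT and in DMD, of each tested member of the cell cycle, protein folding and ribosomal protein lists.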

Top negative factor 2 weights (more abundant in PROL) were associated with protein folding, translation, and cell cycle transition in both -omics modalities.

## 4. Discussion

For the last two decades, tissue research in DMD has focused on the pathology of the mature myofiber, investigating sarcolemma weakening, myofiber necrosis, muscle atrophy, myofibrosis, and inflammation in contractile stages of muscle development [57]. The discovery of dystrophin expression in murine SCs [1] provided new insights into the pathophysiology of DMD, and recent studies explored the association of diminished regenerative capacity in dystrophin-deficient SCs. However, the origin of these deficiencies remains unclear; in particular, it is still not fully understood if these deficits result from the surrounding pathologic stem cell niche or if they emerge from intrinsic cell properties.

In this study, we showed that SCs derived from a porcine model of DMD present highly altered intrinsic cellular characteristics. We monitored significantly higher traction forces exerted by the DMD SCs on their substrate. This observation hints towards modified cytoskeleton-ECM interactions in dystrophin-deficient SCs, causing alterations in mechanotransduction of cellular responses to external stimuli, which in turn could impact internal signaling pathways. Gene and protein expression analysis revealed highly altered profiles of isolated DMD SCs compared to their healthy counterpart. We detected dysregulation of major myogenic transcription factors, indicating a disrupted regeneration capacity that could contribute to the impaired muscle regeneration observed in DMD pathology. Collectively, our data indicate that dystrophin deficiency has a direct impact on the perturbed phenotype of DMD SCs, accounting for the observed differences from healthy SCs. This initial defect likely results in secondary effects triggered by indirect consequences, such as altered signaling or microenvironment interaction, further contributing to SC dynamics in DMD.

Due to great similarities with human anatomy, physiology, and metabolism [58], the use of porcine models to generate clinically relevant data is particularly favorable. The DMD pig, which was characterized extensively by Stirm et al. [59], represents a suitable model for DMD research, reflecting the main pathologic features observed in human patients, and has greatly enriched disease understanding. In contrast to human samples, porcine muscle biopsies are accessible at young ages, including fetal stages, which allows monitoring of early—even pre-natal—disease events. Standardized procedures and systematic sampling from homogenous age- and/or stage-matched groups of DMD-affected animals ensure sample quality, which is difficult to achieve in human patients’ samples. It should be acknowledged, however, that the DMD pig represents a valuable model; inherent species-specific differences inevitably exist, and careful consideration is required when translating results to humans. For our study, we chose biopsies of dystrophin-deficient and WT *INT* and *PECT* muscle tissue due to their relevance and complementary roles in DMD pathology [60,61]. *INT* is crucial for respiratory functions, whereas *PECT* is mainly responsible for upper limb movement. This combination allows the assessment of disease effects on life-sustaining and movement muscles. Additionally, the *INT* muscle is often used in *mdx* mouse studies, enabling cross-species comparisons. The use of porcine DMD muscle biopsies for SC isolation offers the possibility to investigate the intracellular effects of dystrophin deficiency in SC pathogenesis, unaffected by the dystrophic niche. Despite higher costs, more intensive care, and stricter ethical regulations compared to rodent models [62,63], porcine tissue allows the generation of large pools of SCs, thereby reducing the number of animals needed. By using the MACS system in our study, we were able to isolate a high number of viable cells for extensive characterization [64]. Cultivating SCs in vitro offers the chance to monitor DMD implications along the myogenic pathway since SCs can be induced to differentiate in a controlled and reproducible manner [65,66]. To minimize the non-negligible disadvantages of phenotypical changes occurring in primary cell cultures at the time of cultivation [67], we limited our experiments to cells only up to p7. We used bulk RNAseq and label-free proteomic measurements to comprehensively investigate the transcriptomic and proteomic profiles of isolated SCs, as these approaches allow a robust, quantitative assessment of global expression patterns [68]. While these techniques do not resolve cellular heterogeneity or capture low-abundance proteins as sensitively as single-cell or targeted approaches [69,70], we considered them suited for our aim of broad, unbiased characterization of molecular alterations in the DMD SC population. To summarize, the use of SCs offers a feasible system for basic research experiments and genetic manipulations for preclinical studies, drug testing, protocol optimization, and therapeutic approaches.

Using Western blotting, we detected dystrophin expression in WT SCs, whereas it was absent in the dystrophic counterpart, pointing towards a direct function in muscle stem cells rather than solely accounting for the structural deficiency of the mature myofiber. Already in 1983, it was hypothesized that undifferentiated DMD myoblasts exhibit intrinsic abnormalities [71], which was discounted soon after [72], and over the next years, researchers explained the altered SC phenotype by an indirect effect of the dystrophin deficiency. However, recent reports on dystrophin-deficient murine and patient-derived myoblasts are now calling this hypothesis into question by reporting major transcriptomic and functional changes in proliferation, chemotaxis, and differentiation, which are maintained even after long-term cultivation [5,73,74]. Notably, comparison of key alterations in mouse and human DMD myoblasts revealed great consistency. In line with these findings, we showed through extensive transcriptomic and proteomic profiling that dystrophin deficiency in porcine DMD SCs triggers a broad range of functional, cell-autonomous abnormalities, which are a direct consequence of the absence of dystrophin in the undifferentiated stem cell state. As a next step, comparative analyses of porcine, murine, and human datasets will be essential to identify cross-species specific similarities and differences to elucidate conserved mechanisms in DMD pathology.

PAX7 is an important regulator of stem cell maintenance conserved in several species and is widely used as a SC marker [50,75]. By PAX7 IHC, we examined the number of residing SCs in muscle sections of DMD and WT piglets and detected significantly higher amounts of subsarcolemmal PAX7+ cells in DMD tissue compared to controls. This is consistent with other studies where higher levels of SCs were observed in muscle tissue of *mdx* mice [8] as well as in human DMD patients [6]. Dystrophin is implied to be involved in cell polarity formation by binding MARK2, an essential component of cell polarity. Dystrophin-deficient SCs fail to establish a proper apico-basal orientation of regulatory proteins, which affects asymmetric cell division. In turn, this favors stem cell self-renewal over the production of progenitor cells for muscle restoration, thus explaining the increased amounts of PAX7+ SCs along with a reduced regenerative capacity observed in DMD muscle [1,76]. Restoring cell polarity as a potential therapeutic intervention could promote asymmetric division in SCs and enhance muscle repair in DMD patients [12,77]. Interestingly, in our study, we found a similar increase in PAX7+ SCs in *INT* and *PECT* muscle sections of DMD piglets compared to controls. In this regard, it seems that the mechanisms in life-sustaining muscles are similar to those for locomotion, and treatment strategies to support muscle regeneration could act on several muscle groups.

In muscle tissue, dystrophin mechanically connects the cytoskeleton’s F-actin filaments to ECM proteins, thus contributing to stability and integrity of the cell membrane [78]. In that way, it has been hypothesized that dystrophin alters focal adhesion tension and is successively involved in force transmission and mechano-signaling between the cell and its surroundings [23]. By applying TFM, we found that dystrophin-deficient SCs generated significantly higher strain energy levels and average traction forces. In a recent study, a similar observation was made on immortalized cells from human DMD patients, which display higher traction forces than their healthy counterparts [79], highlighting the relevance of our porcine model for translational research approaches. Higher traction forces in SCs could reflect a modified interaction between the cells and the ECM, leading to alterations in the generation and response to mechanical signals that may influence signaling pathways related to proliferation and differentiation [80]. Modified cell-ECM interaction could also influence effective adhering, which alters the mechanical properties of the tissue, changing stiffness and elasticity of the muscle [81]. Furthermore, tissue remodeling is considered another consequence of a modified cell-ECM interplay [82,83]. Increased secretion of pro-fibrotic factors by SCs [84], which directly contributes to the eminent DMD feature of fibrosis, the extensive deposition of ECM-proteins like collagens substituting muscle with fibrotic tissue [85], could therefore be linked to the altered mechanical properties observed in our study. Controversially, another recent publication reported lower focal adhesion tensions in a dystrophin-deficient C2C12 myoblast model [86]. An explanation for these contradictory results could be the differences in stiffness of the substrate: while Ramirez et al. used 4.6 kPa gels, others and we cultivated the cells on 12–15 kPa gels mimicking the physiological stiffness of muscle tissue [56,87].

Gaining deeper insights into the molecular consequences of dystrophin deficiency through proteome analysis, we found a clear separation of the WT DIFF cells from the rest of our cohort, indicating a highly impaired differentiation behavior of the DMD SCs. The number of differentially abundant proteins in DMD DIFF almost doubled compared to the PROL counterpart, further emphasizing the fundamental impact of dystrophin deficiency on protein composition during myogenesis. In proliferating DMD SCs, focal-adhesion-associated integrins ITGB1, ITGA7, and ITGA6 were more abundant than in the corresponding WT SCs. Integrin-based adhesion sites are largely responsible for force transmission between intra- and extracellular compartments [93] and co-localize with the dystrophin-glycoprotein complex at the sarcolemma [94]. It has been suggested that the physical proximity of the two systems implies a mutual regulation of transmitted forces and signals [95]. In this way, increased integrin expression could be an explanation for the elevated traction forces observed in DMD SCs in this study. Future studies should investigate this aspect further to avoid potential oversimplification since traction force generation is a multifactorial process involving cytoskeleton, cell-ECM interactions, and external stimuli. In a recent publication, it was demonstrated that isoforms of the ALDH enzyme family are essential for myogenic differentiation [96]. In our analysis, we detected reduced amounts of ALDH1A1 and ALDH1A3 in differentiated DMD SCs. This reduction could contribute to the disturbed differentiation behavior in dystrophin-deficient SCs and should be validated in future investigations.

By RNA-seq analysis, we revealed a heterogeneity of transcriptional dysregulations in DMD SCs. Whole expression profiles separated in a genotype- and stage-specific manner, reflecting a high diversity in transcriptomes between DMD and WT SCs. Amongst genes with the highest differential expression levels, we identified key myogenic transcription factors *MYF5*, *MYOD1*, and *MYOG*, which are indispensable for orchestrating myogenesis in SCs [54]. In particular, in proliferating DMD SCs, increased levels of *MYF5*, a key factor for promoting and maintaining proliferation in muscle progenitor cells [88,89], are noteworthy. Elevated *MYF5* expression could point towards a hyperproliferative behavior of dystrophin-deficient SCs, which in turn perturbs the progression along the myogenic differentiation pathway. In healthy myoblasts, several sarcomeric transcripts are already expressed before fusion into myotubes to ensure proper assembly of a functional contractile apparatus in mature muscle tissue [90]. We found upregulated genes related to sarcomere organization and contraction in proliferating DMD SCs, which could indicate a compensatory mechanism for enhancing muscle function. Further examinations of this finding are necessary, especially because we observed higher traction forces in DMD SCs, and sarcomeric components are essential for producing the contractile, force-generating units of muscle cells. On the other hand, significantly decreased transcript levels in proliferating DMD SCs include hypoxia-associated factors. In healthy SC, hypoxia enhances differentiation in a HIF1α-dependent manner [91,92]. Alterations in transcript levels of hypoxia-related genes could thus hamper this response and impair myogenesis in dystrophin-deficient SCs.

Using MOFA, a technique that allows the combined analysis of several omics datasets to explain the variability observed across samples [97], we captured multi-layered effects of dystrophin deficiency in SCs. We detected an overall slightly higher contribution of the transcriptomic than the proteomic data to the observed variance between WT and DMD SCs. The lower proteomic contribution could be explained by reduced detection sensitivity and incomplete sequence coverage, as well as posttranslational modifications, which remain undetected [98]. In total, we identified five factors, of which factors 1 and 2 explain the majority of variance. Factor 1 showed a strong correlation with the genotype of the samples, separating DMD from WT SCs, the transcriptomic and proteomic signatures contributed almost equally. Factor 2 distinguished the samples based on their developmental state, with a higher contribution of the transcriptomic data to the observed variance.

Future studies should include a longitudinal analysis of SCs isolated at different ages of the model organism to provide a time-resolved analysis that could capture valuable insights into disease progression and identify crucial molecular events for precisely timed treatment interventions [99]. In addition to our results, single-cell sequencing approaches could help to identify SC subpopulations and reveal how dystrophin deficiency alters lineage trajectories to detect cell- and time-specific molecular markers that might not be uncovered in bulk analyses [69,70]. Given our observations in altered traction forces in DMD SCs, spatial investigations could further contemplate our data on in vitro force measurements by connecting the mechanical DMD SC phenotype to region-specific expression patterns of cell adhesion and force transmission-related genes [100].

## 5. Conclusions

To our knowledge, this is the first co-evaluation and integration of the transcriptomic and proteomic data of dystrophin-deficient SCs derived from a translational porcine model of DMD. We showed that the lack of dystrophin directly affects a plethora of aspects during myogenesis already coming into play at early developmental stages. Further, we demonstrated that dystrophin deficiency has functional consequences leading to higher forces exerted by the affected SCs at a single cell stage when they are still unexposed to contraction forces. Together, our findings support the hypothesis that intracellular deficits emerging from dystrophin deficiency account for SC dysfunctions in DMD. Lastly, our dataset represents a valuable basis for prospective investigations aiming to elucidate the functions and potential therapeutic targets amongst the identified genes and proteins.

## Figures and Tables

**Figure 1:**
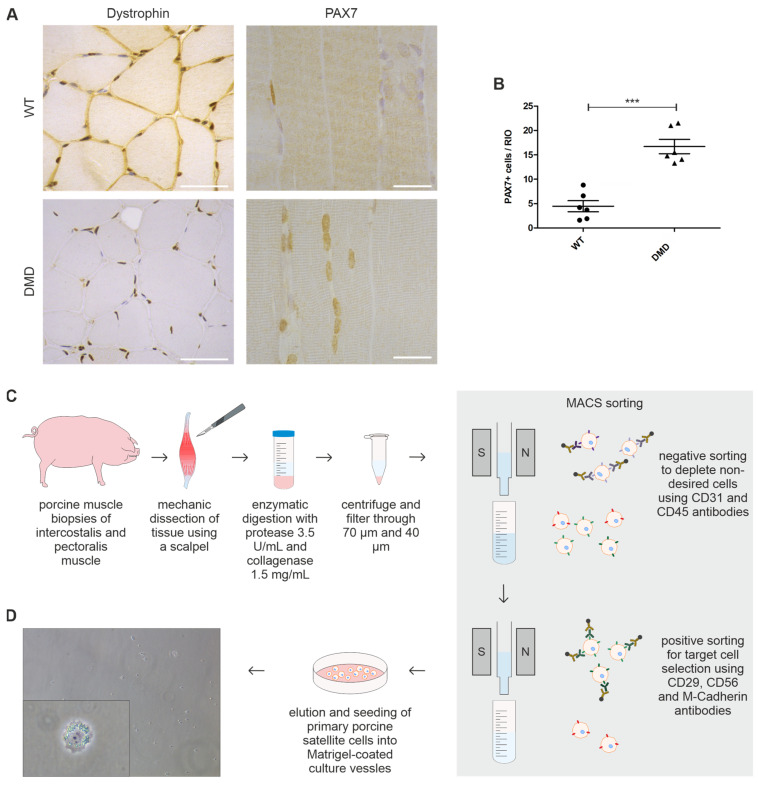
Detection of PAX7+ SC in dystrophin-deficient muscle sections and SCs isolation pipeline. (**A**) Immunohistochemistry of dystrophin and PAX7 in paraffin-embedded PECT muscle sections of DMD and age-matched WT controls. DMD tissue demonstrates absent sarcolemmal dystrophin signal (brown) and high amounts of PAX7+ cell nuclei (brown). Scale bars = 50 µm (dystrophin) and 25 µm (PAX7). (**B**) Significantly higher amounts of PAX7+ cells were detected in DMD (n = 6, triangle, 16.70 ± 1.471) muscle sections when compared to WT (n = 6, dots, 4.467 ± 1.137; *** *p* < 0.001); each dot represents one individual; unpaired *t*-test was used for statistical testing and results are shown as mean and SEM. (**C**) Schematic overview of isolation procedure of primary porcine SCs derived from *INT* and *PECT* muscle biopsies of DMD and WT animals. (**D**) Representative light microscopy pictures of seeded SCs directly after isolation; insert showing magnetically labeled cell. Magnification 10× and 40×, respectively.

**Figure 2:**
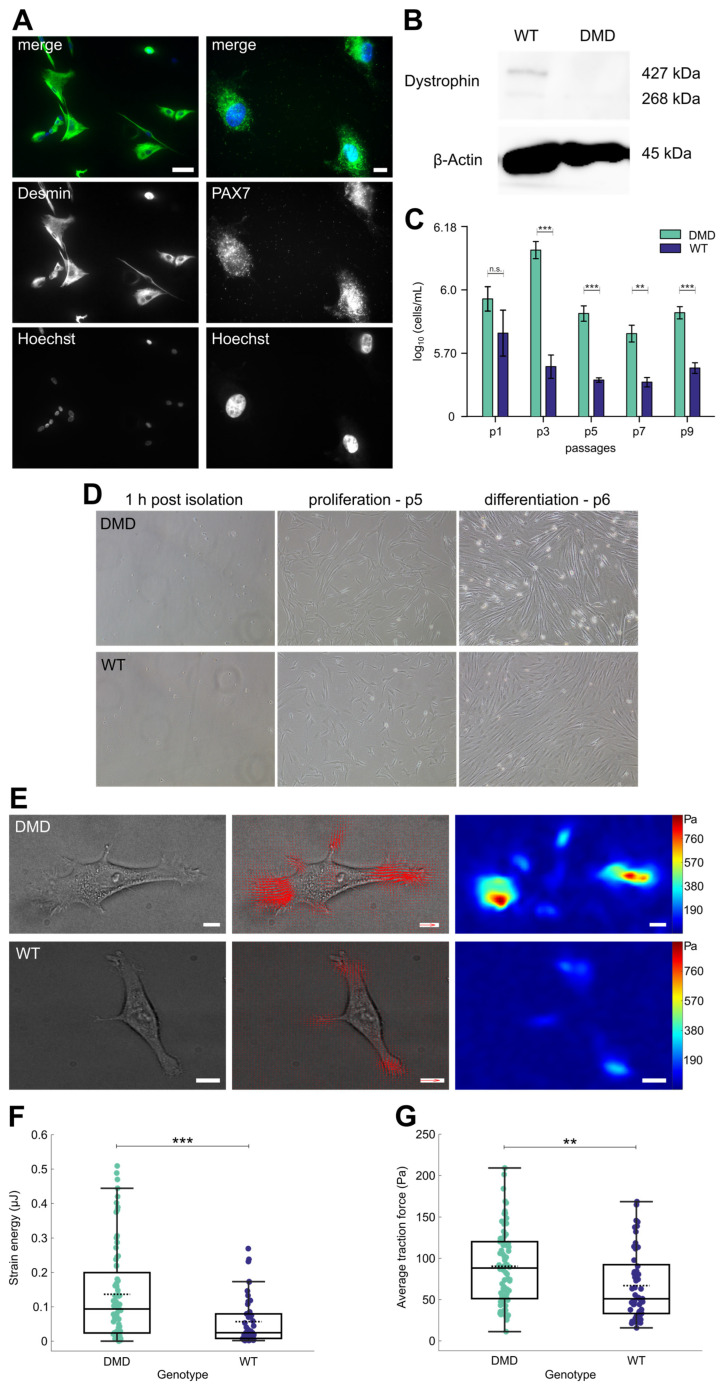
Characterization of isolated porcine SCs and quantification of traction forces in single SC. (**A**) Immunofluorescence staining of cultured DMD SCs after isolation using desmin (green) and PAX7 (green) antibodies to confirm the cells’ identity. Hoechst (blue) was used as a nuclear counterstain. Magnification desmin 20×, scale bar = 50 µm. Magnification PAX7 63×, scale bar = 30 µm. (**B**) Western blot analysis to detect dystrophin expression in DMD and WT SCs lysates. A band at approx. 427 kDa indicates dystrophin expression in WT cells, which is completely absent in lysates of DMD cells. β-Actin was used as loading control. (**C**) Amount of log_10_ (cells/mL) for DMD (n = 4, green) and WT (n = 4, purple) over the span of 9 passages (p) in vitro; values are displayed as mean and SEM, n.s. not significant, ** *p* < 0.01, *** *p* < 0.001. (**D**) Representative bright-field pictures of primary porcine SCs culture in vitro 1 h post isolation, during proliferation at p5 and after serum withdrawal to induce differentiation at p6. Magnification 10×. (**E**) Representative bright-field images of DMD and WT SCs (**left**) in p7, with corresponding traction force vector (**quiver**) plots (**middle**) and traction force magnitude maps (**right**). In the quiver plots, red arrows indicate the direction and relative magnitude of traction forces exerted by the cells; the reference arrow corresponds to 1 kPa. The color-coded traction map displays force magnitudes in Pascals (Pa), with red indicating high traction stress and blue representing low or negligible force. Areas without cells appear blue, reflecting the absence of measurable traction. Force hotspots typically align with regions of strong cell–substrate interaction, such as focal adhesion sites; scale bar = 10 µm. (**F**) Strain energy (DMD, green, 72 cells, 0.136 ± 0.016 µJ; WT, purple, 50 cells, 0.057 ± 0.008 µJ, *** *p* = 0.00052) and (**G**) average traction force levels (DMD 90.391 ± 10.508 Pa; WT 66.948 ± 8.867 Pa; ** *p* = 0.0018) visualized as box plots overlaid with swam charts; each dots represents one cell; two-tailored Mann–Whitney U test was used for statistical testing and results are presented as mean ± SEM.

**Figure 3:**
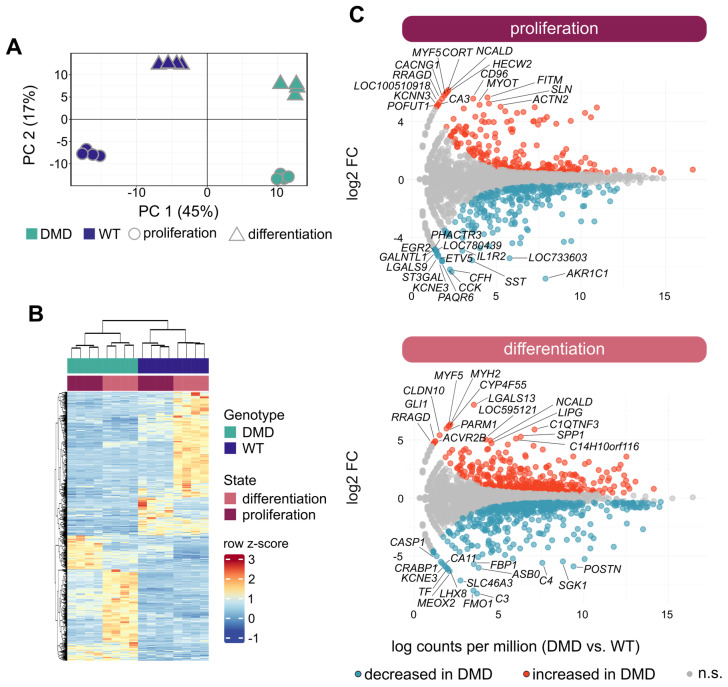
Transcriptome analysis of DMD and WT SCs. (**A**) Principal component analysis of the transcriptome profiles of SCs derived from DMD (n = 4, green) and WT (n = 4, purple) piglets in proliferation (dots) and differentiation (triangles) state; each symbol represents one individual. The percentage of variation in each component is indicated. (**B**) Heat map generated by unsupervised hierarchical clustering of the top 500 differentially expressed genes between DMD and WT SCs. (**C**) Total number of differentially expressed genes between DMD and WT (*p*-value < 0.05, |log2 fold change| > 0.6) displayed as MA plot for proliferation and differentiation state, red color indicates up- and blue color downregulated genes in DMD SCs; genes are represented as dots, n.s. not significant.

**Figure 4:**
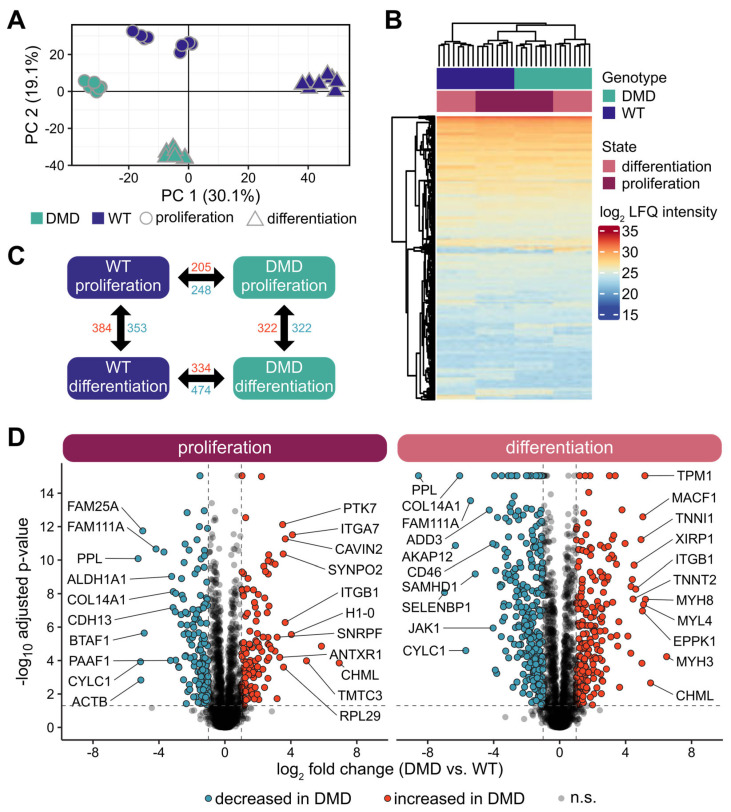
Proteome analysis of DMD and WT SCs. (**A**) Principal component analysis of the proteome profiles of SCs derived from DMD (n = 8, green) and WT (n = 8, purple) animals in proliferation (dots) and differentiation (triangles) state; each dot represents one individual. The percentage of variation in each component is indicated. (**B**) Heat map and unsupervised hierarchical clustering of protein intensity values from proteome expression profiles of DMD and WT SCs. (**C**) Differentially abundant proteins within (horizontal) and between (vertical) DMD and WT SCs proliferation (vertical) and differentiation (horizontal) state. Numbers of proteins with significantly higher (red) and lower (blue) abundance with an adjusted *p*-value of <0.05 and a |log2 fold change| > 0.6. (**D**) Volcano plots of differentially abundant proteins between DMD and WT SCs in proliferative or differentiated state—two-way ANOVA followed by Tukey Honest Significant Differences was used for statistical testing; as significance cut off adjusted *p*-value < 0.05 and log2-fold change >0.6/<−0.6 was used. Proteins are represented as dots; red color indicates higher and blue lower abundance in DMD cells, n.s. not significant.

**Figure 5:**
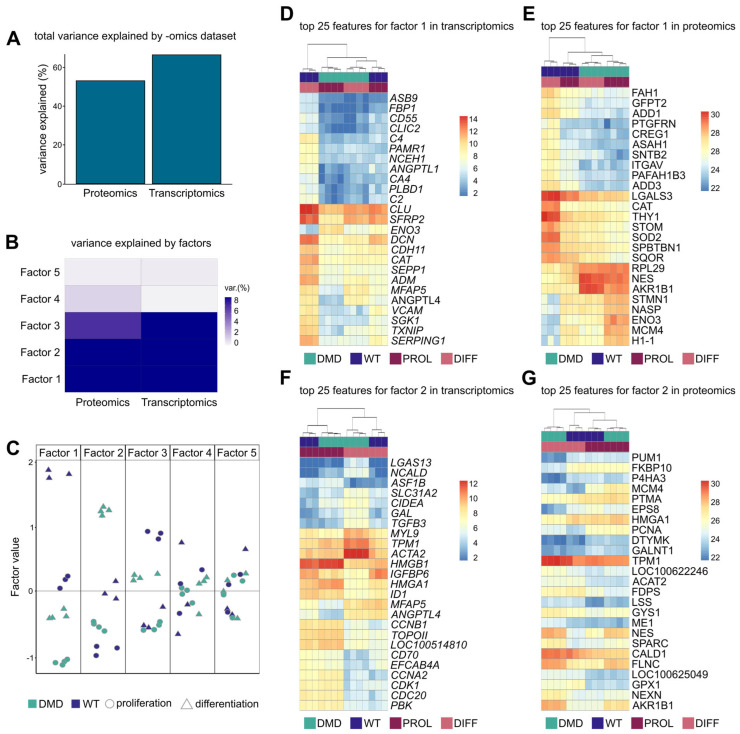
Multi-omics factor analysis of transcriptome and proteome of DMD and WT SCs. (**A**) Cumulative variance explained by each -omics modality in percentage. (**B**) Percentage of variance explained by factors identified by multi-omics factor analysis within the transcriptomic and proteomic data. Higher percentages of variance among the -omics layers indicate a higher amount of shared variability. (**C**) Swam plot of factor values reveals clustering of DMD (n = 4, green) and WT SCs (n = 3, purple) in proliferation (dots) and differentiation (triangles); each dot represents one individual. (**D**) Top 25 features contributing to factor 1 from transcriptomic and (**E**) proteomic data. (**F**) Top 25 features contributing to factor 2 from transcriptomic and (**G**) proteomic data. Heat maps display the distribution of the features across the samples.

## Data Availability

The TFM workflow and analysis script can be found at https://github.com/J-jianfei/TFM_workflow (accessed on 22 November 2024). The RNA-seq dataset supporting the conclusions of this article is available in the NCBI’s Gene Expression Omnibus (GEO) [101] repository, GEO Series accession number GSE287756, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287756 (accessed on 22 November 2024). The mass spectrometry proteomic dataset generated during the current study is available in the ProteomeXchange Consortium via the PRIDE [102] partner repository, dataset identifier PXD059983.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cells14120892/s1, Method S1: Protocol for the isolation of porcine satellite cells from transgenic DMD and WT piglets; Table S1: Top differentially expressed genes between DMD and WT SCs in PROL state; Table S2: Top differentially expressed genes between DMD and WT SCs in DIFF state; Table S3: GO enrichment analysis using the BP database of differentially expressed genes between DMD and WT SCs in PROL state; Table S4: GO enrichment analysis using the BP database of differentially expressed genes between DMD and WT SCs in DIFF state; Table S5: Quantified proteins in DMD and WT SCs by LC-MS/MS; Table S6: Identified Proteins in DMD and WT SCs; Table S7: Differentially abundant proteins between DMD and WT in PROL state; Table S8: Differentially abundant proteins between DMD and WT in DIFF state; Figure S1: Negative controls for immunohistochemistry and immunofluorescence experiments and validation of myogenic nature of isolated SCs; Figure S2: Top 25 features for factor 1 and 2 in transcriptomic and proteomic dataset and their sample expression.

## Abbreviations

The following abbreviations are used in this manuscript:

ACT	Actin
AKR1C1	Aldo-Keto Reductase Family 1 Member C1
ALDH	Aldehyde dehydrogenase
BP	Biological process
C3	Complement Component 3
CCK	Cholecystokinin
CFH	Complement Factor H
CNN1	Calponin 1
CORT	Cortistatin
CYLC1	Cytoplasmic Linker Protein 1
DAB	Diaminobenzidine tetrahydrochloride dihydrate
DES	Desmin
DGC	Dystrophin-associated glycoprotein complex
DIFF	Differentiation
DMD	Duchenne muscular dystrophy
ECM	Extracellular matrix
FMO1	Flavin-Containing Monooxygenase 1
GO	Gene Ontology
GTP	Guanosine Triphosphate
HECW2	HECT, C2 and WW domain-containing E3 ubiquitin protein ligase 2
HIF1α	Hypoxia-Inducible Factor 1 Alpha
IgG	Immunoglobulin G
INT	Intercostalis muscle
ITG	Integrin
LC-MS/MS	Liquid chromatography tandem mass spectrometry
LF	Latent factor
LGALS13	Lectin, Galactoside-Binding, Soluble, 13
MACF1	Microtubule Actin Crosslinking Factor 1
MACS	Magnetically activated cell sorting
MARK2	Microtubule Affinity-Regulating Kinase 2
MOFA	Multi-omics factor analysis
MYF5	Myogenic regulatory factor 5
MYH	Myosin Heavy Chain
MYL	Myosin Light Chain
MYLPF	Myosin Light Chain Phosphatase, F subunit
MYOD1	Myoblast determination protein 1
MYOG	Muscle-specific transcription factor myogenin
NCALD	Neurocalcin Delta
PAQR6	Progestin and AdipoQ Receptor Family Member 6
PAX7	Paired box protein 7
PECT	Pectoralis muscle
PPL	Plakophilin 1
PROL	Proliferation
SCs	Satellite cells
SLC46A3	Solute Carrier Family 46 Member 3
TAGLN	Transgelin
TFM	Traction force microscopy
TGF-β	Transforming Growth Factor Beta
TNN	Troponin
TPM	Tropomyosin 1
WT	Wild type

# Supplementary material for: Multi-Modal Analysis of Satellite Cells Reveals Early Impairments at Pre-Contractile Stages of Myogenesis in Duchenne Muscular Dystrophy
**Source:** Cells. 2025 Jun 13;14(12):892. doi: 10.3390/cells14120892
**Supplement:** Supplementary file 1

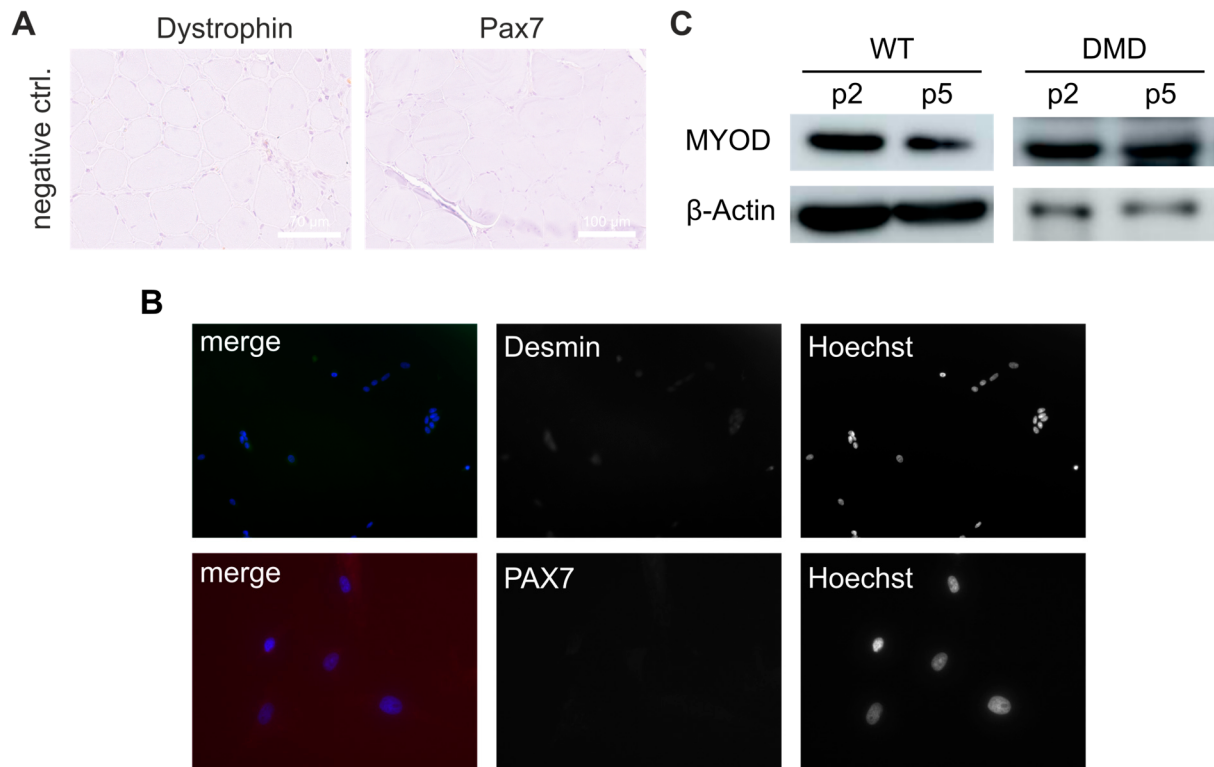

**Figure S1: Negative controls for immunohistochemistry and immunofluorescence experiments and validation of myogenic nature of isolated SC**

**(A)** Negative controls (secondary antibody only) for immunohistochemistry of dystrophin and PAX7 in paraffin-embedded INT muscle section of DMD pigs. Scale bar = 100  $\mu$ m and 70  $\mu$ m. **(B)** Negative controls (secondary antibody only) for immunofluorescence staining of desmin (green) and PAX7 (red) of cultured DMD SC. Hoechst (blue) was used as a nuclear counterstain; magnification 20x for desmin and 40x for PAX7. **(C)** Western blot analysis to detect expression of myogenic marker MYOD in proliferating DMD and WT SC lysates;  $\beta$ -Actin was used as loading control.

# Supplementary material for: Multi-Modal Analysis of Satellite Cells Reveals Early Impairments at Pre-Contractile Stages of Myogenesis in Duchenne Muscular Dystrophy
**Source:** Cells. 2025 Jun 13;14(12):892. doi: 10.3390/cells14120892
**Supplement:** Supplementary file 1

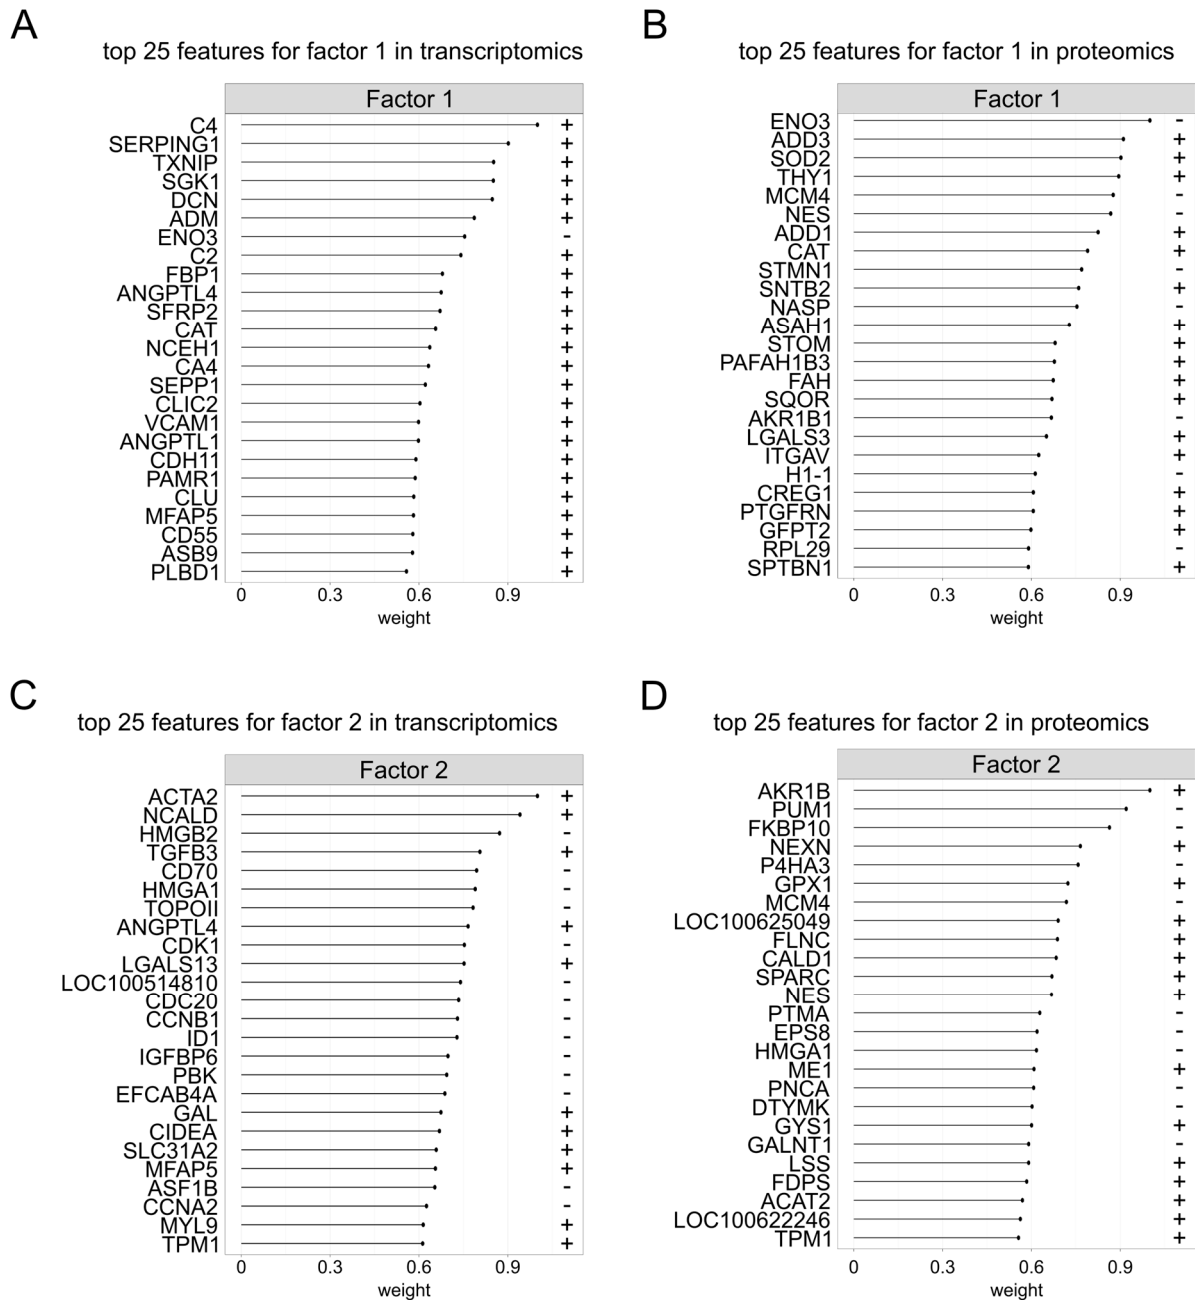

**Figure S2: Top 25 features for factor 1 and 2 in transcriptomic and proteomic dataset and their sample expression**

Top 25 features for factor 1 in the transcriptomic (**A**) and proteomic (**B**) modality. Top 25 features for factor 1 in transcriptomic (**C**) and proteomic (**D**) modality. Features with large positive weights are more abundant in samples with a positive factor value, whereas features with a large negative weight are more abundant in samples with a negative factor value respectively.

# Supplementary material for: Multi-Modal Analysis of Satellite Cells Reveals Early Impairments at Pre-Contractile Stages of Myogenesis in Duchenne Muscular Dystrophy
**Source:** Cells. 2025 Jun 13;14(12):892. doi: 10.3390/cells14120892
**Supplement:** Supplementary file 1

## Protocol for the isolation of porcine satellite cells from transgenic DMD and WT piglets

### Material

#### Reagents and Resources

| Chemicals                                                                   |                      |                       |
|-----------------------------------------------------------------------------|----------------------|-----------------------|
| Reagent                                                                     | Source               | Cat. Nr. / Identifier |
| Dulbecco's Phosphate-Buffered Saline (DPBS), no calcium, no magnesium       | GIBCO Thermo Fisher  | #14190-094            |
| Dulbecco's Modified Eagle Medium (DMEM), high glucose, GlutaMAX™ Supplement | GIBCO Thermo Fisher  | 10566-016             |
| Ham's F10 Nutrient Mix,                                                     | GIBCO Thermo Fisher  | 31550-023             |
| Fetal Bovine Serum (FBS)                                                    | GIBCO Thermo Fisher  | 10270-106             |
| Penicillin-Streptomycin (10.000 u/mL),                                      | GIBCO, Thermo Fisher | 15140-122             |
| HEPES buffer solution                                                       | Sigma Aldrich        | 83264                 |
| Recombinant Human FGF-basic (154 a.a.)                                      | PEPro Tech           | 100-18B               |
| Basalmembranematrix, Corning® Matrigel                                      | VWR                  | 734-0270              |
| Protease from <i>Streptomyces griseus</i>                                   | Sigma Aldrich        | P8811                 |
| Collagenase from <i>Clostridium histolyticum</i>                            | Sigma Aldrich        | C9407                 |
| autoMACS Running Buffer                                                     | Miltenyi Biotec      | 130-091-221           |
| Ethanol 70%                                                                 |                      |                       |

| Antibodies                 |                 |                       |
|----------------------------|-----------------|-----------------------|
| Reagent                    | Source          | Cat. Nr. / Identifier |
| Anti-CD31                  | Abcam           | ab28364               |
| Anti-CD45                  | Abcam           | ab10558               |
| Anti-Integrin-β1,          | Abcam           | ab30388               |
| Anti-NCAM1                 | Abcam           | ab9018                |
| Anti-M-cadherin            | Santa Cruz      | sc-374093             |
| Anti-Rabbit IgG MicroBeads | Miltenyi Biotec | 130-048-602           |
| Anti-Mouse IgG MicroBeads  | Miltenyi Biotec | 130-047-102           |

| <b>Equipment</b>              |                              |                                  |
|-------------------------------|------------------------------|----------------------------------|
| Reagent                       | Source                       | Cat. Nr. / Identifier            |
| Sterile laminar flow hood     | Thermo Scientific            | Maxisafe 2030i Biosafety Cabinet |
| CO2 Incubator                 | Thermo Scientific            | HERA cell 150i                   |
| Table top centrifuge          | Sigma Laboratory Centrifuges | 4K15                             |
| Microcentrifuge               | Eppendorf                    | 5417 R,                          |
| Scalpel blades                | Heinz Herenz                 | 0482                             |
| Centrifuge tube, 15 mL        | Greiner                      | 188271                           |
| Centrifuge tube 50 mL         | Greiner                      | 227261                           |
| Reaction tube, 1.5 mL         | Greiner                      | 616201                           |
| Reaction tube, 2.0 mL         | Greiner                      | 623201                           |
| Cell culture multiwall plate, | Greiner                      | 665180                           |
| Cell culture dish, 100/20 mm, | Greiner                      | 664160                           |
| EasyStrainer 40 µm,           | Greiner                      | 542040                           |
| EasyStrainer 70 µm,           | Greiner                      | 542070                           |
| MACS separator                | Miltenyi Biotec              | -                                |
| LS column                     | Miltenyi Biotec              | 130-042-401                      |
| MS column                     | Miltenyi Biotec              | 130-042-201                      |

## Solutions

| <b>Transport medium</b> |                     |         |
|-------------------------|---------------------|---------|
| Reagent                 | Final Concentration | Amount  |
| DMEM                    | -                   | 39.5 mL |
| FBS                     | 20 %                | 10 mL   |
| Penicillin-Streptomycin | 1%                  | 0.5 mL  |
| <i>total</i>            |                     | 50 mL   |

| <b>Isolation medium (IsM)</b> |                     |         |
|-------------------------------|---------------------|---------|
| Reagent                       | Final Concentration | Amount  |
| DMEM                          | -                   | 44.5 mL |
| FBS                           | 10 %                | 5 mL    |
| Penicillin-Streptomycin       | 1 %                 | 0.5 mL  |
| <i>total</i>                  |                     | 50 mL   |

| <b>Washing buffer (PBS+)</b> |                     |         |
|------------------------------|---------------------|---------|
| Reagent                      | Final Concentration | Amount  |
| DPBS                         | -                   | 49.5 mL |
| Penicillin-Streptomycin      | 1 %                 | 0.5 mL  |
| <i>total</i>                 |                     | 50 mL   |

| <b>Protease digestion</b> |                     |         |
|---------------------------|---------------------|---------|
| Reagent                   | Final Concentration | Amount  |
| DPBS                      | -                   | 9 mL    |
| Protease                  | 1.5 mg/mL           | 15 mg   |
| HEPES buffer              | 1 %                 | 0.5 mL  |
| Penicillin-Streptomycin   | 1 %                 | 0.5. mL |
| <i>total</i>              |                     | 10 mL   |

| <b>Collagenase digestion</b> |                     |        |
|------------------------------|---------------------|--------|
| Reagent                      | Final Concentration | Amount |
| DMEM                         | -                   | 9.5 mL |
| Collagenase                  | 1.5 mg/mL           | 15 mg  |
| FBS                          | 5 %                 | 0.5 mL |
| <i>total</i>                 |                     | 10 mL  |

| <b>Growth medium for purified satellite cells (GM)</b> |                     |        |
|--------------------------------------------------------|---------------------|--------|
| Reagent                                                | Final Concentration | Amount |
| Ham's F10                                              |                     | 395 mL |
| FBS                                                    | 20 %                | 100 mL |
| 0.1 µg/µL bFGF                                         | 0.0002%             | 100 µL |
| Pencillin-Streptomycin                                 | 1 %                 | 5 mL   |
| <i>total</i>                                           |                     | 500 mL |

## Workflow

1. Working under a sterile lamina flow: transfer muscle biopsies from transport tubes into a 10-cm dish
2. Remove attaching connective tissue and mince the samples using a scalpel blade
3. Sterilize tissue using 70% ethanol
4. Rinse with cold PBS+
5. Transfer the tissue in a 50 mL tube and add ~1 mL PBS+ with 1% HEPES
6. Centrifuge for 5 min at 300 g
7. Transfer the supernatant (SN1) into a 15 mL tube and store on ice until further usage
8. To the remaining cell pellet, add ~5 mL Protease digestion solution (tissue completely covered)
9. Incubate at 37°C for 1 h, shake the tube by hand every 10-15 min
10. Centrifuge for 5 min at 300 g
11. Add the supernatant to SN1 and store on ice until further usage (SN2)

12. To the pellet, add ~5 mL Collagenase digestion solution (tissue completely covered)
13. Incubate at 37°C for 1 h, shake the tube by hand every 10-15 min
14. During the incubation time, continue working with SN2:
  - 14..1. Centrifuge for 5 min at 300 g
  - 14..2. Aspirate the supernatant and keep the “pellet”
  - 14..3. Resuspend the pellet in 1 mL IsM
  - 14..4. Filter through 70 µm filter into a 15 mL tube (SN3) and store on ice until further usage
15. Remove the tube from the incubator and sift through 70 µm filter into 50 mL tube
16. Centrifuge for 10 min at 300 g
17. Aspirate the supernatant
18. Resuspend the pellet with SN3
19. Sift through 40 µm filter into 50 mL tube
20. For washing, add 5 mL PBS+ and centrifuge for 5 min at 300 g
21. Aspirate the supernatant and add 5 mL IsM
22. Centrifuge for 10 min at 700 g
23. Aspirate the supernatant, resuspend the pellet in 200 µL IsM and transfer the cell solution into a 1.5 mL tube
24. Add 1 µL of each antibody to the suspension: anti-CD31, anti-CD45, anti-Integrin-β1, anti-NCAM1, anti-M-cadherin
25. Incubate on ice for 30 min
26. Wash twice: add 1 mL IsM, centrifuge for 3 min at 300 g at 4°C, aspirate supernatant
27. Resuspend the pellet in 200 µL IsM
28. Add 15 µL anti-Rabbit IgG MicroBeads
29. Incubate on ice for 30 min
30. Wash twice: centrifuge for 3 min at 300 g at 4°C, aspirate supernatant, resuspend in 1 mL MACS buffer
31. Set up a LS column on the MACS separator and place a 15 mL tube underneath the column to collect the flow-through, pre-balance the column by rinsing with MACS buffer
32. Resuspend the cell pellet in 1 mL MACS buffer and transfer to the LS column
33. Gently insert the plunger and sift the solution through the column
34. Continue working with the flow-through
35. Centrifuge for 3 min at 300 g at 4°C
36. Aspirate the supernatant and resuspend the pellet in 200 µL IsM
37. Add 15 µL anti-Mouse IgG MicroBeads
38. Incubate on ice for 30 min

39. Wash twice: centrifuge for 3 min at 300 g at 4°C, aspirate supernatant, resuspend in 1 mL MACS buffer
40. Set up a MS column on the MACS separator and place a 15 mL tube underneath the column to collect the flow-through, pre-balance the column by rinsing with MACS buffer
41. Resuspend the cell pellet in 1 mL MACS buffer and transfer to the MS column
42. Gently insert the plunger and sift the solution through the column
43. Remove the flow-through
44. Place a new 15 mL tube underneath the column and remove tube and column from the magnetic field together
45. Elute the cells by flushing the tube with 1 mL MACS buffer, repeat twice
46. Centrifuge for 3 min at 300 g at 4°C
47. Aspirate the supernatant and resuspend in 1 mL GM
48. Count the cells with a Neubauer Chamber
49. Seed the cells directly on a 10% Matrigel coated 12-well plate and incubate at 37°C

How the deposited data were processed for this re-analysis (not part of the article)

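The samples are SCs of the INT muscle of 4 WT and 4 DMD piglets, male according to the paper, taken at 3 days of age. The SCs were enriched by depletion of CD31 and CD45 and selection of *ITGB1*, NCAM1 and M-cadherin. Each animal gave 1 PROL and 1 DIFF sample, so that 16 samples form 4 groups of 4. The authors state 10 days of differentiation for the RNA samples and 7 days in the culture methods.

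According to the authors, 3′ libraries with UMIs and well barcodes were made from 25 ng of total RNA, pooled early and sequenced on a NextSeq 550Dx; reads were demultiplexed with bcl2fastq, inspected with FastQC and MultiQC, deduplicated with UMI-tools and aligned with STAR 2.7.10b to the pig genome susScr3, and genes were counted with STAR's GeneCounts mode. The deposited values are the raw count of reads per gene, without normalization, in 32 columns for the 2 technical duplicates of each sample. The annotation and strand setting are not stated. All 124000 values are even numbers, which the authors do not explain. The counts were used as they stand, so that lower bounds and counting intervals take each as a molecule. The intervals cover counting error alone. The lower bounds set a group without a count at 3 counts, scaled by library totals. They take the pooled count of the other group as exact, so they leave out its counting error and the spread between animals. The authors' tests used R 4.1.2 with edgeR, and fgsea or DAVID for gene sets.

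Duplicates were added. Of 3875 genes, 608 had no count in any column. Of all gene names, 3502 were current symbols, 203 matched an older symbol, 170 matched none and 8 had been turned into dates. Sample totals ran from 1110050 to 1657300 counts in WT PROL, 1572180 to 1762968 in WT DIFF, 1477772 to 1664700 in DMD PROL and 1434476 to 1781174 in DMD DIFF, and TMM factors from 0.864 to 1.17. PAX7, ITGA7, ITGA6, PPL, ACTB, MYH11, MYH3, MYH8, MYL4, MACF1, CYLC1, ALDH1A3 and ALDH1A1 are not among the counted genes and are not analysed here, nor are the proteome and MOFA.

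Genes were tested in R 4.3.3 with edgeR 4.0.16: filterByExpr by group (minimum count 10, minimum total 15), TMM, estimateDisp, robust glmQLFit and glmQLFTest. Each genotype comparison used the 8 libraries of its state, each state comparison the 8 of its genotype, and the difference between the states of the genotype effect (interaction) all 16. A gene was called with a Benjamini-Hochberg adjusted *p* under 0.05 and an absolute log2 fold change over 0.6. CPM are means and SDs over 4 libraries. The SE given with an edgeR fold change is its absolute log2 value divided by the square root of the test statistic. It restates the test, and for genes near 0 counts it can understate how far the fold change moves. Tested on simulated data with 100 genes changed per size, the PROL fit recovered 83% of genes at a log2 change of 1 and 97% at 2, DIFF 81% and 96%, the WT states 78% and 99%, the DMD states 83% and 97%, and the interaction 55% and 90%; it called 3, 4, 4, 6 and 12 other genes.

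The 32 gene lists were fixed from general knowledge: regulators and structures of muscle (myogenic regulators, sarcomere, excitation and calcium handling, smooth muscle, dystrophin-associated complex), metabolism (glycolysis, oxidative phosphorylation, fatty acid and sterol, insulin and IGF, aldehyde dehydrogenases), stress and growth (hypoxia, oxidative stress, apoptosis, cell cycle, inhibitors of growth, protein folding, proteasome, autophagy, ribosomal proteins), signaling and matrix (complement, inflammation, interferon, angiogenesis, TGF-β, integrins, extracellular matrix) and markers of other cells (fibroblast, adipocyte, endothelial, blood, neural, pericyte). Some share members: of 16 fibroblast markers in the data 11 belong to other lists too, of 26 matrix genes 10, of 13 adipocyte markers 8, of 10 smooth muscle genes 6 and of 7 pericyte markers 4. Lists with at least 5 tested members were compared with camera (limma 3.58.1) on log2 CPM, with a preset correlation between genes of 0.01 and with an estimated one. Counts adjusted over the list alone repeat the Benjamini-Hochberg step within it.

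Principal components were computed from centred, unscaled log2 CPM (prior count 2), and clustering used Euclidean distance and complete linkage on scaled values. Genes are named by a rule: those the paper names in its RNA-seq text, with *DMD* and PAX7; in each genotype comparison the 10 largest increases and 10 largest decreases among called genes with at least 20 mean CPM and no overlap; the 4 called members of each list with the smallest *p*; 5 in each direction of the state comparisons and the interaction; and the RNA of proteins the paper names. The values of Supplementary Tables S1 and S2 had been seen when the rule was written. The 2 states of an animal share a number by design: their deviations from the group means correlated by 0.0998 to 0.172, each library best with its own animal in 8 of 8. Alternatives, 107 in all, were DESeq2 1.42.0, upper-quartile factors, library size alone, no filter, a stricter filter, the likelihood ratio test with adjusted or unadjusted *p*, no fold threshold, the fold threshold inside the test, all 16 libraries in one fit, a replicate block, a hypergeometric test or estimated correlation for lists, other inputs for the components and clustering, and leaving out each library. Halved counts, leaving out WT animals 2 and 4, leaving out *RN18S* and *SLC2A2*, and no filter with the likelihood ratio test at an unadjusted *p* were added after the data were seen.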

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

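The tests of the shares of *RN18S* and *SLC2A2* and the fit without WT animals 2 and 4 were chosen after the values were seen; the others in this part were planned.

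Over the groups of 4 libraries, 19 of 202 tested had a library whose gap to its nearest neighbor, as a share of the group's range, passed Dixon's test at 95%; chance alone gives about 1 in 20. Among totals and shares these were total counts in DMD DIFF replicate 2 (gap 0.903 of the range), the *RN18S* share in DMD PROL replicate 4 (0.920; 20.4% of its counts), the *SLC2A2* share in WT PROL replicate 3 (0.906) and the PC2 score, the lowest, of WT PROL replicate 3 (0.865). In WT PROL they were *FITM1* in replicate 1 (1), *MLC2V* in replicate 4 (0.935), *SLPI* (0.862), *CHI3L1* (0.881), *TNNT2* (0.862) and *IGF1* (0.890) in replicate 3, and *AREG*, the lowest, in replicate 2 (0.855). In DMD PROL they were *TNNC1*, the lowest, in replicate 4 (0.906), *AMCF-II* (0.918) and *LIPG* (0.839) in replicate 3, and *IGF1* (0.962) and, as the lowest, *ASF1B* (0.857) in replicate 2. In DIFF they were *AREG* in WT replicate 1 (0.863), *FITM1* in DMD replicate 4 (0.838) and *KIT*, the lowest, in DMD replicate 4 (0.948).

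The genotype effect differed between PROL and DIFF in edgeR's interaction test for 476 genes, among them 23 of the genes named for a genotype comparison or by the paper (adjusted *p* from 1.8e-08 to 0.0475). With a lower DMD minus WT difference in DIFF than in PROL these were (log2) *SLN* −4.25, *ACTN2* −3.06, *MLC2V* −1.43, *MYLPF* −2.45, *TNNC1* −2.33, *MYL1* −2.40, *POSTN* −1.61, *DES* −1.12, *ASB9* −6.37, *C4* −3.55, *SGK1* −3.91, *SERPING1* −3.34 and *PDK4* −4.00; *SLC46A3*, without a count in DMD DIFF, has a fitted value of −8.02 set by that floor. With a higher difference in DIFF they were *RGS5* 3.90, *AMCF-II* 2.65, *TAGLN* 2.69, *CNN1* 3.74, *ITGB1* 0.88, *TPM1* 1.53, *SPP1* 4.61, *LOC595121* 4.09 and *LIPG* 6.03. Without the libraries of WT animals 2 and 4, *SLN* had an adjusted *p* of 0.0916. *ASB9* had 2 counts in DMD DIFF, both in replicate 2, so its −6.37 rests on few counts. Without that replicate, which leaves no DMD count, its log2 fold change between DMD and WT in DIFF went from −6.04 to −8.31, a fitted value set by that floor. Of 35 ways to divide the 8 animals into 4 and 4, the real one alone called as many genes (1 of 35, highest other 0). At an unadjusted *p* it gave 592 against at most 101. Every other division puts DMD and WT animals in the same group. The genotype difference then adds spread within groups, which can lower the calls with or without an interaction. So these divisions cannot exclude chance for the 476.

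*SLC2A2*, a glucose transporter gene that the paper does not discuss, held a median of 3.36% of all counts over the 16 libraries, from 2.20% to 4.21%. Whether all reads counted under this name come from that gene was not tested, and the annotation used is not stated.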

How the results depend on the processing

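Halved counts, the fits without WT animals 2 and 4 or without *RN18S* and *SLC2A2*, and the unfiltered likelihood ratio test at an unadjusted *p* were chosen after the data were seen.

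The counts of genes called (349 in PROL, 643 in DIFF, 618 between the states in WT, 536 in DMD, 476 for the interaction) moved by over 1.5 times with the fold threshold inside the test (181, 390, 355, 316 and 222) and with the unfiltered likelihood ratio test at an unadjusted *p* (717, 1002, 965, 857 and 794); the first asks more of each gene and the second less. Elsewhere PROL gave 255 (stricter filter) to 515 (no fold threshold) and DIFF 505 to 914 in the same settings, and 308–355 and 615–657 without single libraries. Of lists called with camera (14, 10, 14, 14 and 7), 0 remained in each comparison with an estimated correlation (4, 3, 4, 9 and 4 at an unadjusted *p* under 0.05; the hypergeometric test called 8, 10, 10, 12 and 9), and PROL kept 9 with library size alone; the cause was not tested. Library size alone moved the median log2 fold change by −0.14 in PROL, 0.14 in DIFF, −0.35 in WT, −0.07 in DMD and 0.28 for the interaction, and the split of higher and lower calls to 122 and 264 (PROL, from 160 and 189), 387 and 267 (DIFF, from 308 and 335), 194 and 564 (WT, from 343 and 275) and 387 and 134 (interaction, from 213 and 263).

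PC1 and PC2 held 30.9% and 20.8% with unit variance and 31.3% and 25.0% with every counted gene, against 36.9% and 30.1%; without single libraries they held 34.9–39.0% and 27.9–30.8%. Clustering on the 500 most variable genes put 8 of 16 libraries on their genotype's branch. The uncalled interaction of *MYOD1* (log2 −0.71) ran from −5.22 (without WT replicate 1) to 2.89 (without WT replicate 4), with 3.48 without WT animals 2 and 4, and that of *MYOG* (−0.56) from −1.65 (without WT replicate 2) to 0.62 (without WT replicate 3); both have few counts. Over 538 pairs of a named gene and a comparison, 11150 values under alternatives kept their direction and side of the threshold in 10794, were no longer called in 323, 104 of them with the fold threshold inside the test, were newly called in 30 and changed direction in 3.

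With the replicate block, 326 genes were called in PROL, 629 in DIFF, 640 in WT, 545 in DMD and 492 for the interaction, and 15, 10, 13, 15 and 7 lists. Between WT and DMD the numbers pair nothing by design, and same-numbered libraries correlated by −0.03 to 0.10, best with their own number in 3 of 8. Between the states of an animal, the block ended the WT list call of the dystrophin-associated complex (camera adjusted *p* = 0.0665). At these depths, genes under the count filter, such as *MYF5* and *C3*, rest on few molecules.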

Differences from the paper's values

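The unfiltered likelihood ratio test at an unadjusted *p* and the 72 further settings per state below were chosen after the values were seen.

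In PROL, 349 genes were called against the paper's 568, 160 against its 261 higher and 189 against its 307 lower in DMD, at the thresholds the paper states. Of the alternatives set before the data were examined, the total lay within 1.5 times of the paper's with DESeq2 (403), library size alone (386), no filter (427), the likelihood ratio test with adjusted (396) or unadjusted *p* (446) and no fold threshold (515). It did not with upper-quartile factors (346), the stricter filter (255), the fold threshold inside the test (181), all 16 libraries in one fit (377), the replicate block (326) or without any single library (308–355). For the genes higher in DMD the same settings reached the paper's range except library size alone (122), and for those lower the same settings and also all 16 libraries in one fit (208).

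PC2 held 30.1% of the variance against about 17% in Fig. 3A, read by eye. It came within 1.5 times of that with unit variance (20.8%) and every gene with at least 1 count (25.0%), and in no other setting. On PC1, Fig. 3A places WT PROL farther from DMD than WT DIFF, whereas here WT DIFF lay farther (mean −30.0 against −8.02), in every setting run.

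The p column of Supplementary Tables S1 and S2 equals the chi-square tail of the likelihood ratio beside it. The paper's genes are those with that p under 0.05 (largest 0.0492 in PROL and 0.0499 in DIFF), which the text calls adjusted, and an absolute log2 fold change over 0.6. With that p adjusted over the genes of each table alone, 568 and 822 passed as well. That adjustment cannot decide between an adjusted and an unadjusted p. All 822 genes listed for DIFF already had that p under 0.05, and adjusting over them cannot lift any above the largest. The PROL table is a selection too, of 785 genes. Of the paper's 568 PROL genes 429 were tested and 348 called in its direction, and of its 822 DIFF genes 682 and 633; none was called in the opposite direction, and 1 and 10 genes were called that the paper does not list. No filter called 426 and 715 of them, DESeq2 402 and 686, and the unfiltered likelihood ratio test at an unadjusted *p* all but 11 and 10, with 160 and 190 genes besides. *HECW2*, *NCALD*, *CORT*, *MYF5*, *MYOD1*, *MYOG*, *CCK* and *PAQR6* in PROL, and *MYF5*, *MYH2*, *C3* and *FMO1* in DIFF, which the paper names, were too low for the filter and were called with no filter, with DESeq2 (except *MYOD1*) and with the unfiltered likelihood ratio test. In 72 combinations of filter, dispersion and count handling per state, 0 gave the paper's counts at an unadjusted or an adjusted *p*. At an unadjusted *p* the nearest gave 570 and 826 genes and dropped 52 and 69 of the paper's; at an adjusted *p*, with the duplicates taken as replicates, they gave 571 in PROL and dropped 19, and 820 in DIFF (2 settings) and dropped 36 and 66.

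Of the processes the paper lists for genes higher in DMD DIFF, apoptosis was not called as a list here (4 higher, 3 lower). Of those it lists as lower, the list of growth inhibitors had 4 higher and 5 lower, oxidative stress 0 higher and 6 lower and TGF-β 4 higher and 7 lower in DIFF, and none of the 3 was called by camera. The measures differ. The paper tested GO sets for enrichment among its genes of one direction. Camera tests the net shift of a list, which members moving both ways can cancel, and the lists here are not GO sets. These missing calls therefore do not contradict the paper. For protein folding and the cell cycle, which it gives as higher in PROL, both lists were called lower in DIFF in both genotypes with the preset correlation; for translation, the ribosomal list was called higher in WT DIFF and lower in DMD DIFF with that correlation. With an estimated correlation the ribosomal calls were lost (adjusted *p* = 0.316 and 0.634), as were the other 4, and the ribosomal call in DMD was also lost without DMD replicate 1, 2 or 3 (0.0832, 0.0551 and 0.0855).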

Other observations

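The tests of fibroblast markers in DIFF, of all genes with library size alone, of other cell types' markers, of *EIF1AY*, of duplicates at low counts and of other divisions of the PROL and DIFF libraries were chosen after the result was seen.

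*ITGB1*, which encodes the integrin β1 used to select the SCs, was at 7761 ± 672 CPM in DMD DIFF and 3444 ± 272 in WT DIFF (n = 4 each), a log2 fold change of 1.16 (SE 0.09, edgeR adjusted *p* = 4.5e-08), and *CAV2* (caveolin 2) rose too (log2 fold change 1.16, SE 0.11, adjusted *p* = 2.4e-07, same test). Of 10 integrin and focal adhesion genes 5 were higher and 1 lower (camera adjusted *p* = 0.106, and adjusted *p* = 0.526 with an estimated correlation). *NDUFA8*, of respiratory complex I, was at 479 ± 52.7 against 249.9 ± 11.5 CPM (edgeR log2 fold change 0.93, SE 0.10, adjusted *p* = 9.9e-07), and 8 of 38 genes of oxidative phosphorylation were higher and 1 lower (camera adjusted *p* = 0.00186, and adjusted *p* = 0.295 with an estimated correlation). The proteasome activator gene *PSME1* fell (log2 fold change −1.32, SE 0.11, adjusted *p* = 6.1e-08, same test) and *PSME3* rose (log2 fold change 1.11, SE 0.22, adjusted *p* = 5.5e-04, same test), while the proteasome list had 2 higher and 1 lower of 17 (camera adjusted *p* = 0.0209, and adjusted *p* = 0.295 with an estimated correlation). *HADHA*, of mitochondrial fatty acid oxidation, fell (log2 fold change −0.95, SE 0.10, adjusted *p* = 6.1e-07, edgeR) and *FABP5*, a fatty acid carrier gene, rose (log2 fold change 3.53, SE 0.40, adjusted *p* = 7.1e-05, same test); 2 of 26 genes of fatty acid and sterol metabolism were higher and 8 lower (camera adjusted *p* = 0.0790, and adjusted *p* = 0.295 with an estimated correlation). For insulin and IGF signaling 5 of 13 were higher and 1, *SGK1*, lower (camera adjusted *p* = 0.217, and adjusted *p* = 0.295 with an estimated correlation).

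Among genes of other cell types, galanin (*GAL*, of neurons) was at 17.2 ± 5.12 against 1.88 ± 0.933 CPM in PROL (edgeR log2 fold change 3.09, SE 0.47, adjusted *p* = 1.5e-04) and at 3.24 (SE 0.31, adjusted *p* = 3.2e-07) in DIFF, and *GAP43*, of growing axons and glia, was higher in both states. Of 3 neural markers tested in PROL 2 were higher and 0 lower, and of 3 in DIFF 2 were higher and 1, *NEFL*, lower. *RBP4*, an adipocyte marker, fell in DIFF (log2 fold change −4.51, SE 0.47, adjusted *p* = 7.7e-07, same edgeR test); of 5 adipocyte markers in DIFF 2 were higher and 1 lower (camera adjusted *p* = 0.837, and adjusted *p* = 0.862 with an estimated correlation). *ALDH2*, a mitochondrial aldehyde dehydrogenase gene, fell in DIFF (62.2 ± 23.6 against 427 ± 43.7 CPM; log2 fold change −2.78, SE 0.22, adjusted *p* = 8.4e-07, same test). *PECAM1* and *ERG*, 2 of 3 endothelial markers tested, were lower in DIFF as in PROL, and of 2 blood cell markers 1, *CD14*, was lower in each state; without WT animals 2 and 4 the DIFF call of *ERG* had an adjusted *p* of 0.103.

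Fibroblast markers as a list were lower in DMD libraries in both states at the preset correlation (camera adjusted *p* = 1.1e-08 in PROL and 6.1e-04 in DIFF), and were not called with an estimated one (0.140 and 0.215). The matrix list was called lower in PROL at the preset correlation (camera adjusted *p* = 0.0228). It was not called there with an estimated one (0.326) or with library size alone (0.0781). In DIFF it was not called, with 7 genes higher and 10 lower (camera adjusted *p* = 0.213, and adjusted *p* = 0.295 with an estimated correlation). It was not among the 7 lists called for the interaction, so a difference between the states was not shown. Of the called fibroblast markers, 0% were higher in DMD in PROL and 10% in DIFF (1 of 10); both shares restate the pattern, so a smaller share of connective-tissue cells in the DMD cultures stays open. A larger share of myogenic cells would lower the markers of every other cell type. In DIFF 39.1% of those called (9 of 23) were higher, and in PROL 15.8% (3 of 19) were, which decides nothing. Of the 9 in DIFF, *ACTA2*, *TAGLN* and *CNN1* are also on the smooth muscle list. The others, *CIDEA*, *GAL*, *GAP43*, *AGPAT2*, *ANPEP* and *CXCL14*, are not. They would argue against a larger share of myogenic cells as the whole cause in DIFF only if myogenic cells do not express them. That was not tested. In PROL, *CIDEA*, *GAL* and *GAP43* were higher in DMD too, and *ANPEP* was lower. A larger share of myogenic cells therefore stays open. A few abundant genes that take more of the counts in DMD would lower all other genes alike; with library size alone as the scale, the median log2 fold change of all genes tested in DIFF was 0.105, against −2.74 for the called markers, which argues against it. Leaving out *RN18S* and *SLC2A2* gave −2.72 for the called markers in DIFF and decides nothing. These 2 genes held at most 15.9% of a DIFF library and can move that median by at most 0.25. A change of expression within the same cells, through the loss of dystrophin, was not tested and stays open, and bulk libraries cannot part it from a change in cell shares.

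*EIF1AY*, a gene of the Y chromosome, had 8 and 2 counts in PROL and 2 and 0 in DIFF in WT animals 2 and 4, against 74 to 126 in every other library. Library size does not account for it, since the lowest total of these 4 libraries was 67.3% of the median of the other WT libraries. For a swap of single libraries, 0 WT animals had their 2 libraries on different sides of 20 counts. That restates the pattern, low counts in both libraries of WT animals 2 and 4, and so is no separate test. Whether these animals are of another sex than stated cannot be told, because 0 further Y-linked genes had 20 counts or more in the other libraries. No biological explanation was tested. Without these animals, a choice made after the data were seen, 341 genes were called in PROL and 600 in DIFF.

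Every deposited value is even. If each molecule had been counted 2 times, the variance of duplicates would be near 2 times the Poisson variance; its median over samples was 5.67 times for all genes, which decides nothing since duplicates also vary for other reasons, and 2.43 times (2.23–3.45 over samples) for genes with 20 to 60 counts, which is consistent with it. No biological explanation applies. With halved counts, 320 genes were called in PROL and 590 in DIFF.

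Of 35 divisions of the 8 libraries of a state into 4 and 4, the real one alone gave as many called genes in PROL (1 of 35; 349, highest other 1) and in DIFF (1 of 35; 643, highest other 0; at an unadjusted *p*, 420 against at most 74 and 678 against at most 91), so chance can be excluded for both counts. Between the states 618 genes were called in WT and 536 in DMD. In each the real division of the 8 libraries alone gave as many (1 of 35, with highest other 0 in WT and 1 in DMD). At an unadjusted *p* it gave 664 against at most 101 and 579 against at most 72. Most of these divisions put the 2 libraries of some animal together, though they are paired. Of the 8 divisions that part every animal's 2 libraries, the real one alone gave as many and the others gave at most 0. A share of 1 of 8 is too coarse to exclude chance.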
